# Screening for transcriptomic associations with Swine Inflammation and Necrosis Syndrome

**DOI:** 10.1186/s12917-024-04469-y

**Published:** 2025-01-17

**Authors:** Katharina Gerhards, Sabrina Becker, Josef Kuehling, Mirjam Lechner, Hermann Willems, Robert Ringseis, Gerald Reiner

**Keywords:** Inflammation, Necrosis, Swine, Animal welfare, Metabolism

## Abstract

**Background:**

The recently identified swine inflammation and necrosis syndrome (SINS) affects tail, ears, teats, coronary bands, claws and heels of affected individuals. The primarily endogenous syndrome is based on vasculitis, thrombosis, and intimal proliferation, involving defence cells, interleukins, chemokines, and acute phase proteins and accompanied by alterations in clinical chemistry, metabolome, and liver transcriptome. The complexity of metabolic alterations and the influence of the boar led to hypothesize a polygenic architecture of SINS. This should be investigated by a transcriptome study. For this purpose, the three to five least affected (SINS-low) and most SINS affected (SINS-high) 3d-old piglets, each of three boars, a relatively SINS stable Duroc boar (DU), a relatively stable Pietrain boar (PI+) and a highly susceptible Pietrain boar (PI-) were selected from 27 litters of mixed semen to minimize environmental effects.

**Results:**

A genome-wide expression experiment revealed a huge set of differentially expressed genes that are involved in vasculitis, inflammation and necrosis, keratinization and erythrocyte epitopes. Among them were *CRP*, *GYPA*, *S100A12*, and *LIPK*. The results confirm and complement previous studies to this topic.

**Conclusions:**

The results confirm the outstanding importance of defence in the context of SINS. At the same time, for the first time, there is evidence for a direct involvement of the keratinisation capacity of the skin and various epitopes of the erythrocyte membrane, which seem to be associated with the severity of SINS. These genes could serve to clarify the pathogenesis of the syndrome and to develop diagnostic tools in future studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12917-024-04469-y.

## Background

Observations of clinical signs of inflammation at the base of the tail, tail tip, ears, teats, navel, coronary bands, heels and claw wall in piglets, weaners and fatteners led to the establishment of Swine Inflammation and Necrosis Syndrome (SINS) [1–6]. In this context, bristle loss, then swelling and redness, and later rhagades, exudation hemorrhage and necrosis were observed. Such changes lead to painful conditions and thus to concerns about animal welfare in pig production [7, 8]. The fact that the syndrome can occur simultaneously in so many different body parts [2, 4, 5], that suckling piglets can already show signs at the time of birth, when mechanical irritation and biting are still excluded [4], and the histopathological evidence of inflammatory changes starting from blood vessels, with intact epidermis [3, 4] argue for a primary endogenous genesis of the syndrome. There is also evidence on farm and from experiments of an interaction between SINS severity and environmental effect: the more severe the inflammatory symptoms, the more susceptible the affected animals are to mechanical stress, and the more severe the environmental stimuli (e.g., unfavourable floor), the more pronounced the expected SINS signs [1]. This explains why the signs of SINS can vary significantly depending on the existing environmental factors in different herds [9]. Nevertheless, none out of 646 piglets was completely free from signs, and 40% of piglets were affected in at least five of seven body parts examined [5].

The clinical signs of inflammation concerning the tail could be explained by vasculitis, intima proliferation, thrombosis, edema, hyperaemia and the accumulation of inflammatory cells perivascularly, despite intact epidermis [3, 4]. Bristle loss was also associated with inflammatory processes in the deeper parts of the hair follicles [3, 4]. Forty to 80% of neonatal piglets were affected by haemorrhages of the claw wall, coronal inflammation, redness of heels, bristle loss, and redness of the tail and ears. The inflammation could be characterized by granulocytes in considerable numbers, macrophages, and lymphocytes, indicating an onset of inflammation at least four days before birth [10], while the piglets were not older than two hours [4].

Clinical and histopathology are not the only findings. They are accompanied by massive alterations in clinical chemistry [11], of the metabolome and the liver transcriptome [9]. In these studies piglets had SINS scores between 0 and 2.25 in the SINS-low group (piglets with lowest SINS scores) and between 8.25 and 14.5 in the SINS-high group (piglets with highest SINS scores), but blood count and metabolic parameters were still largely unaffected in three-day old suckling piglets by SINS. Nevertheless, suckling piglets with SINS had significantly lower total protein and globulin levels and as a major finding, significantly increased C-reactive protein (*CRP*) levels in blood serum [11]. Serum levels elevated under SINS were associated with increased expression of *CRP* in the liver. At the same time, the expression of haptoglobin (*HP)*, intercellular adhesion molecule 1 (*ICAM1)*, interleukin 6 (*IL6)*, sodium oxyd dismutase 1 (*SOD1)*, fibroblast growth factor 21 (*FGF21)* and tumor necrosis factor (*TNF)*, were increased and interleukin 8 (*IL8)* was decreased in the liver. A series of pro-inflammatory genes and genes involved in stress response were up-regulated, among them were glycophorin A (*GYPA)* and Dimethylaniline monooxygenase 5 (*FMO5)*. C-C motif chemokine ligand 2 (*CCL2)* and other genes were significantly down-regulated [9].

Field experience and experimental studies demonstrate the influence of sow [3] and boar [5] genetics on piglet SINS grade under identical housing conditions. In the study by Kühling et al. [5], the sows were inseminated with mixed semen from the two boars whose effects on the offspring should be compared.

SINS scores in offspring from Duroc boars (DU) were significantly lower (4.87 ± 0.44) than those in offspring from Pietrain boars (DU) (10.13 ± 0.12). Based on their progeny, Pietrain with minimum and maximum sensitivity to SINS could be identified. The cumulative percentage of three-day-old piglets from Duroc boars affected by SINS signs at the tail base was 43.5%. The corresponding values for the progeny of the best Pietrain boars (PI+) was 92.1 and that of the poorest Pietrain boars (PI-) was 199.6. Exudation and necrosis occurred only in progeny of favourable (4.4%) and unfavourable Pietrain boars (20.1%), but not in progeny of Duroc boars. Total SINS scores in the offspring of the best Pietrain boars was almost 40% lower than that of offspring in the poorest Pietrain boars.

The present study was conducted to verify differentially expressed candidate genes under conditions of altered husbandry and genetics [9] using the progeny of three boars previously classified as extreme [5] and to generate further insights into the association of SINS with alterations in liver gene expression.

## Results

### Phenotypes

More than 86% of the total 236 three-day-old suckling piglets already showed swelling and bleeding of the heels and haemorrhages in the claw wall. The ears showed vein congestion in 86% and a shiny surface and bristle loss in over 65% of the animals. About 40–60% of the piglets showed swelling and redness of the tail base, venous congestion at the teats and signs of inflammation at the coronary bands of the front and hind limbs. Over 20% of the piglets had lost bristles at the tail base, scab formation at the tail tip and swelling at the teats. The more severe symptoms, such as haemorrhages and necroses, were only detectable in 4 to 8% of the piglets at this age.

Overall, average SINS scores for DU, PI + and PI- boar progeny were 10.4, 12.7 and 13.8, respectively. The confidence intervals of the boar progeny were clearly separated and ranged from 9.3 to 11.6, 12.1–13.2 and 13.2–14.4, respectively, for DU, PI + and PI-. The high variability of SINS signs made it possible to select piglets with extremely low and highly pronounced SINS signs from each of the three boar progenies for the transcriptome study.

Thus, at the level of the selected extreme animals, no more significant differences were detectable between the boars, while the piglets of each boar progeny group differed highly significantly between SINS-low and SINS-high in all body parts as well as in the SINS score (Table 1). There was no significant effect of the sex in this cohort of piglets. The variance explained by the boar was therefore only between 2 and 20%, while the SINS group explained between 28 and 91% of the phenotypic variance. The closest association to the boar was found for the ear score. Regarding SINS group, the highest correlation was found for tail base score, coronary band score, claw wall score, and total SINS score.

The prevalence of the most important individual findings are shown in Fig. 1. In the SINS-low piglets, there were no problems at all on the tail of the Duroc offspring and also in the Pietrain offspring only bristle loss at the base of the tail was observed. In contrast, the scores in the SINS-high groups were high. The selected offspring of the PI + boar tended to perform best. They showed a maximum of bristle loss at the tail tip, while the DU offspring showed raghades and exudation, and the PI offspring even showed tail necrosis and ring formation (Fig. 1A).

**Fig. 1:**
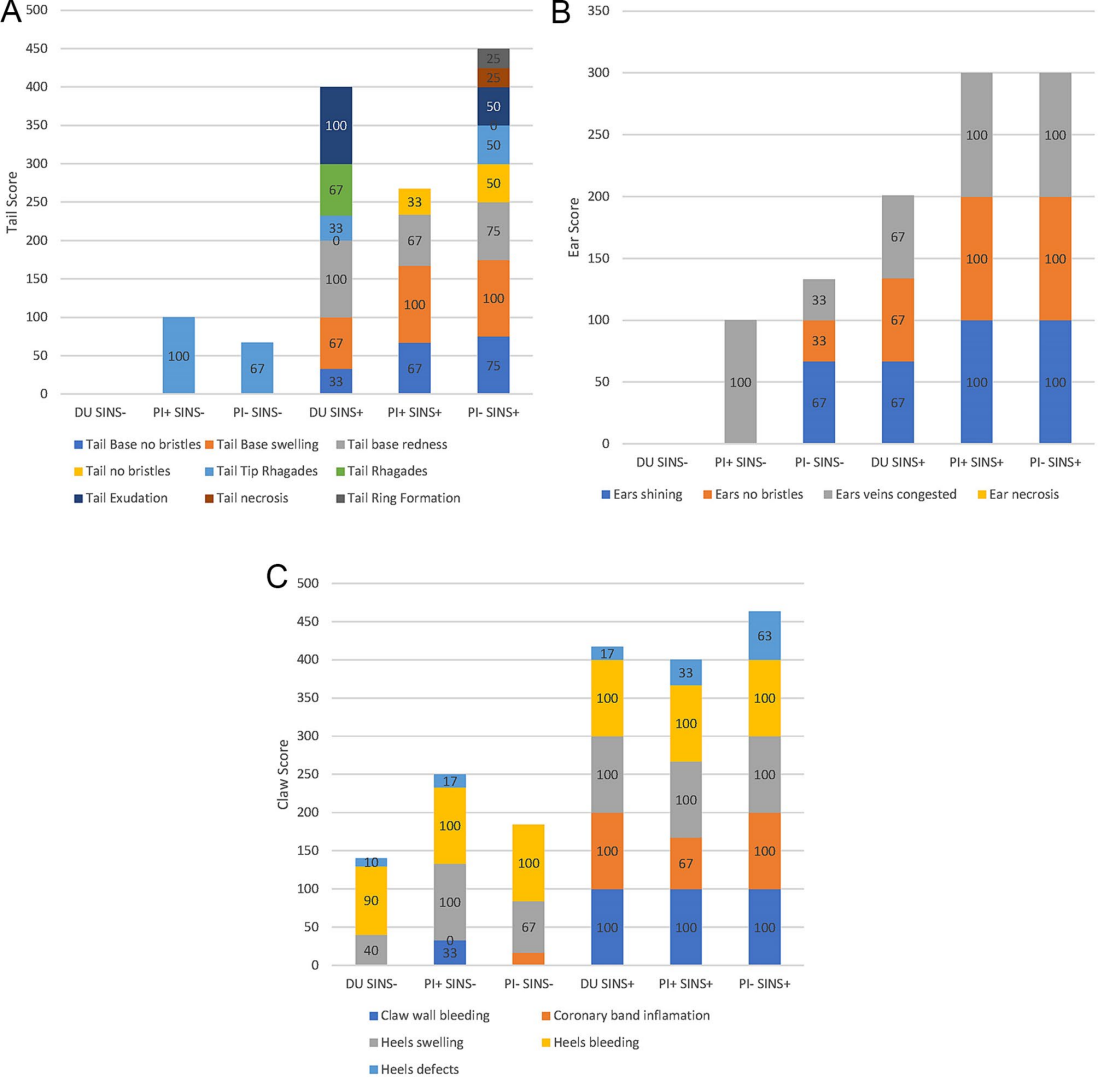
Stacked bar charts representing phenotypic scores with regard to boar (DU, PI+, PI-) and SINS status (low [-]: Z-scores between − 13.86 and − 5.39 vs. high [+]: Z-scores between 4.18 and 12.83). **A**) Tail score; **B**) Ears; **C**) Claws

A similar picture emerged for the ears of the piglets. Here, too, the changes increased considerably under SINS. However, the DU offspring were always less affected than the PI offspring (Fig. 1B). Ear necrosis was not observed in any case.

The claws including coronary bands and heels were also significantly more affected under SINS than in the SINS-low group. This was especially due to the occurrence of claw wall bleeding and inflammation of the coronary bands (Fig. 1C).

In summary, the results of the progeny of all three boars thus showed considerable differences in expression with regard to the SINS signs. In the following, we investigated whether and which genes are differentially expressed in the liver with regard to the SINS groups and whether additional boar-specific expression differences can be detected.

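Total RNA from the livers of 3-day-old piglets was hybridized to GeneChip Porcine Gene ST arrays, 1 array per piglet. The 21 arrays hold 11 SINS-low and 10 SINS-high piglets. The Duroc boar (DU) sired 5 SINS-low and 3 SINS-high piglets, the SINS-stable Pietrain boar (PI+) sired 3 and 3, and the SINS-susceptible Pietrain boar (PI-) sired 3 and 4. The authors corrected the background, normalized across the arrays and summarized the probes with the RMA algorithm in Expression Console, which gives a log2 signal per transcript cluster and array. The deposited table holds 25388 transcript clusters, of which 14430 carry a gene symbol. The median log2 signal per array ranged from 6.39 to 6.57, and the smallest correlation between 2 arrays over all clusters was 0.937. An array has no read depth, and the number of arrays limits the precision. From these values, a linear model with 6 groups (boar by SINS level) was fitted with limma to all 21 arrays, and p-values were adjusted after Benjamini and Hochberg over all clusters. Calls were made at an adjusted p under 0.05, and clusters were also counted at the threshold of the methods, a difference of at least 2-fold with an unadjusted p of at most 0.05. A log2 difference is SINS-high minus SINS-low, so that a negative value stands for a lower signal in SINS-high piglets. The Pietrain difference is the mean of the PI+ and PI- differences, and the difference across boars is the mean over the 3 boars. For 13 genes that the paper names, exact permutation tests (two-sided) regrouped the piglets within boars. The paper named these genes from the same arrays, so that the tests are not independent evidence, and an adjustment over 13 genes leaves out the other clusters. The comparisons, tests, gene lists and the rule for naming genes were fixed before the data were examined, but after the values in the paper's tables had been read. The levels of 36 of the 50 entries of Table 2 equal those of 18 arrays, without DU SINS-low replicates 1 and 2 and PI- SINS-low replicate 1. In the supplementary table the levels of 193 of 200 loci per sheet equal those of 20 arrays, without PI- SINS-low replicate 1. The paper gives no reason for leaving these arrays out, so values of genes are given over the 18 arrays and over all 21. Gene lists, and counts where no number of arrays is named, are over all 21, and the fit over 18 arrays was chosen after the values were seen. The sample labels end in a number of unstated meaning, and there are 12 such numbers. Of these, 1 is shared by 4 of the 5 DU SINS-low piglets and another by all 3 PI+ SINS-low piglets, so that in these groups the SINS level and the number cannot be told apart. Over the 18 arrays all remaining DU SINS-low piglets share 1 number, which no DU SINS-high piglet carries. No number is shared between DU and Pietrain piglets. The permutation tests regrouped piglets of the same number freely, so that their p-values are too small if such piglets are alike.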

**Table 1:** Scores (Mean ± SE after Z-transformation) of the different body parts and SINS score by SINS (low vs. high) and boar breed (DU, PI^+^, PI^−^)

	SINS	DU	PI^+^	PI^−^	*R* ^2^_Boar_	*R* ^2^_SINS_	*P*_Boar_	*P*_SINS_
Ear Score	low	-2.15ad* ± 0.39	-1.25b ± 0.51	-0.94 cd ± 0.51	0.198	0.566	(0.053)	< 0.001
	high	-0.34a ± 0.51	1.17d ± 0.51	1.24abc ± 0.44				
Face Score	low	-0.62a ± 0.52	-0.24 ± 0.67	-0.88b ± 0.67	0.099	0.312	n.s.	0.005
	high	1.03 ± 0.67	0.4 ± 0.67	1.19ab ± 0.58				
Tail Tip Score	low	-0.67ab ± 0.41	0.29c ± 0.53	-0.03d ± 0.53	0.062	0.281	n.s.	0.008
	high	1.24a ± 0.53	-0.03e ± 0.53	1.95bcde ± 0.46				
Tail Base Score	low	-0.99abc ± 0.28	-0.99def ± 0.36	-0.99ghi ± 0.36	0.056	0.762	n.s.	< 0.001
	high	0.76adg ± 0.36	1.05beh ± 0.36	1.19cfi ± 0.31				
Teat Score	low	-0.64ad ± 0.41	-0.73b ± 0.52	-0.58c ± 0.52	0.027	0.386	n.s.	0.002
	high	0.16 ± 0.52	1.49abc ± 0.52	0.71d ± 0.45				
Claw Wall Score	low	-2.76abc ± 0.15	-1.7abc ± 0.2	-2.76abc ± 0.2	0.037	0.909	n.s.	< 0.001
	high	0.44a ± 0.2	0.44b ± 0.2	0.44c ± 0.17				
Coronary Band Score	low	-1.24ab ± 0.25	-1.24c ± 0.32	-0.88d ± 0.32	0.047	0.734	n.s.	< 0.001
	high	1.25acd ± 0.32	0.18acd ± 0.32	0.89bcd ± 0.28				
Heels Score	low	-1.72ad ± 0.6	-0.92b ± 0.77	-1.44c ± 0.77	0.019	0.497	n.s.	< 0.001
	high	0.3d ± 0.77	1.16ac ± 0.77	1.77abc ± 0.67				
SINS Score	low	-10.78aef ± 1.04	-6.77ae ± 1.34	-8.51bcd ± 1.34	0.017	0.892	n.s.	< 0.001
	high	4.83be ± 1.34	5.85ac ± 1.34	9.39df ± 1.16				

DU: offspring from Duroc boar; PI^+^: offspring from SINS stable Pietrain boar; PI^−^; offspring from SINS-susceptible Pietrain boar; R^2^: Coefficient of determination; P: significance; n.s.: not significant. Z-transformed SINS scores in SINS-low and SINS-high groups varied from − 13.86 to -5.39 and from 4.18 to 12.83, respectively

*: For each body part, six values (three boars in low or high SINS status were compared. Values with the same letter were statistically significant (*P* < 0.05)

### Transcriptomics

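In DU offspring, MGST2, a microsomal glutathione S-transferase, had the most negative difference among the named clusters whose SINS-high and SINS-low arrays did not overlap, over the 18 arrays and over all 21. The largest positive one was that of ASAH2, a ceramidase, over all 21 arrays, whereas over the 18 arrays SERPINA3-2 (3.98) and HAMP (2.20) lay above it. Over the 18 arrays the ASAH2 difference was 2.17 on the log2 scale (standard error 0.41, limma adjusted p = 0.0413), and over all 21 arrays it was 2.33 (standard error 0.36, limma adjusted p = 0.0583). MGST2 differed by -2.31 over the 18 arrays (standard error 0.41, limma adjusted p = 0.0293) and by -2.11 over all arrays (standard error 0.37, limma adjusted p = 0.0676), where the left-out DU SINS-low replicates 1 and 2 had 8.57 and 8.93. In PI+ offspring the same rule gave CYP2C49 and TMEM52B in both sets. In PI- offspring it gave LOC100738550 and S100A12 over all arrays but neither over the 18 arrays, where ECHDC1 (1.78) had the largest positive difference; LOC100738550 differed by 1.53 and 1.45. Over the 18 arrays, 228 clusters passed the threshold of the methods with limma p-values in DU (104 higher and 124 lower in SINS-high), 201 in PI+ (154 and 47) and 94 in PI- (28 and 66). These counts were, over all 21 arrays, 63 in DU (34 higher and 29 lower), 186 in PI+ (142 and 44) and 21 in PI- (7 and 14). At an adjusted p under 0.05, limma called 38 clusters in DU over the 18 arrays (23 higher and 15 lower) and none in PI+ or PI-. In these arrays all DU SINS-low piglets share 1 label number, so that SINS level and number cannot be told apart. The two-sided t-test of the methods on delogarithmised values of the 18 arrays called none in DU or PI+ and 1 in PI-. At the threshold it gave 54 higher and 57 lower in DU, 68 and 20 in PI+, and 10 and 28 in PI-. Over all 21 arrays limma called none in any boar, against 1410, 1601 and 470 clusters at an unadjusted p under 0.05 in DU, PI+ and PI-, and the methods' t-test on log2 values also left none after adjustment. In simulated data of this design, 100 clusters were changed by a log2 difference of 1 and another 100 by 2. Of those changed by 1, limma recovered 73% in DU, 66% in PI+ and 69% in PI-. The noise was independent between clusters, so these shares need not hold for the real arrays.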

83 genes were differentially expressed with at least 2-fold difference between piglets with high and low SINS grades (*P* ≤ 0.05) (Supplemental Table 1). The expression of 19 genes was down-regulated by SINS, that of 54 genes was up-regulated. 

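Named genes at the threshold of the methods were lower as well as higher in SINS-high livers. In DU, besides MGST2, genes among the 10 named ones with the most negative differences whose arrays did not overlap were, over all arrays, P4HA1 (-1.31), a collagen prolyl hydroxylase, CCDC28A (-1.28) and CFAP20 (-1.20). With the 18 arrays these 3 differed by -1.45 (limma adjusted p = 0.177), -1.65 (limma adjusted p = 0.00122) and -1.28 (limma adjusted p = 0.0361), and only CCDC28A was among the 10. In PI+, CCDC38 (-1.55) and ACTR1B (-1.48) were lower, whereas MMP7 (1.67), a matrix metalloproteinase, and the complement protease C1S (1.29) were higher. Over all arrays none of these 7 genes had a limma adjusted p under 0.05. Counted with limma p-values over the 18 arrays, 211 distinct named genes passed the threshold in at least 1 of DU, PI+, PI- and the Pietrain mean. Of these, 99 were higher and 119 lower in SINS-high in at least 1 of these comparisons. With all 21 arrays, 98 distinct named genes passed with limma p-values, 46 higher and 56 lower. Without PI+ SINS-low replicate 1 it was 71 and 42, and with quantile normalization 47 and 47. The methods' own t-test on delogarithmised values passed fewer over all 21 arrays, 41 genes, 19 higher and 24 lower. A gene with opposite differences in different boars is counted on both sides.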

70 differential expressions between SINS grades were found in Pietrain, 26 in Duroc progeny and 3 in both, *GYPA*, N-acylsphingosine amidohydrolase 2 (*ASAH2)*, and solute carrier family 16 member 6 (*SLC16A6)*. 

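ASAH2 and SLC16A6, a member of the monocarboxylate transporter family, were higher in SINS-high than in SINS-low piglets of the Duroc boar and lower in those of PI+. The ASAH2 signal over all arrays was 6.49 ± 0.47 (SD, n = 5) in DU SINS-low and 8.83 ± 0.30 (SD, n = 3) in DU SINS-high, against 9.81 ± 0.46 (SD, n = 3) in PI+ SINS-low and 8.48 ± 0.61 (SD, n = 3) in PI+ SINS-high. The left-out DU SINS-low replicates 1 and 2 had ASAH2 signals of 6.65 and 5.84. The difference in PI+ was -1.33 (standard error 0.41), and that in PI- was -0.95 (standard error 0.44) over the 18 arrays and -0.89 (standard error 0.38) over all arrays. The DU and PI+ differences themselves differed by 3.50 over the 18 arrays (standard error 0.58, limma adjusted p = 0.0242) and by 3.66 over all arrays (standard error 0.55, limma adjusted p = 0.0167). SLC16A6 differed by 1.95 in DU over the 18 arrays (standard error 0.46, limma adjusted p = 0.0781) and by 1.70 over all arrays (standard error 0.49, limma adjusted p = 0.845), and by -1.15 in PI+ (standard error 0.55, limma adjusted p = 0.791). Over the 18 arrays, 118 named genes passed the threshold of the methods with limma p-values in Duroc, 106 in a Pietrain comparison and 13 in both. Over all 21 arrays, 34 passed in Duroc, 70 in a Pietrain comparison and 6 in both, among them ALAS1, ASAH2, DNAJC12, S100A12 and SLC16A6. The methods' t-test on delogarithmised values gave 16, 27 and 2 over all 21 arrays. Counted as clusters with limma p-values, DU and PI+ shared 7 over all arrays, and 4 of the 7 had the same sign.

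**Figure D1:**
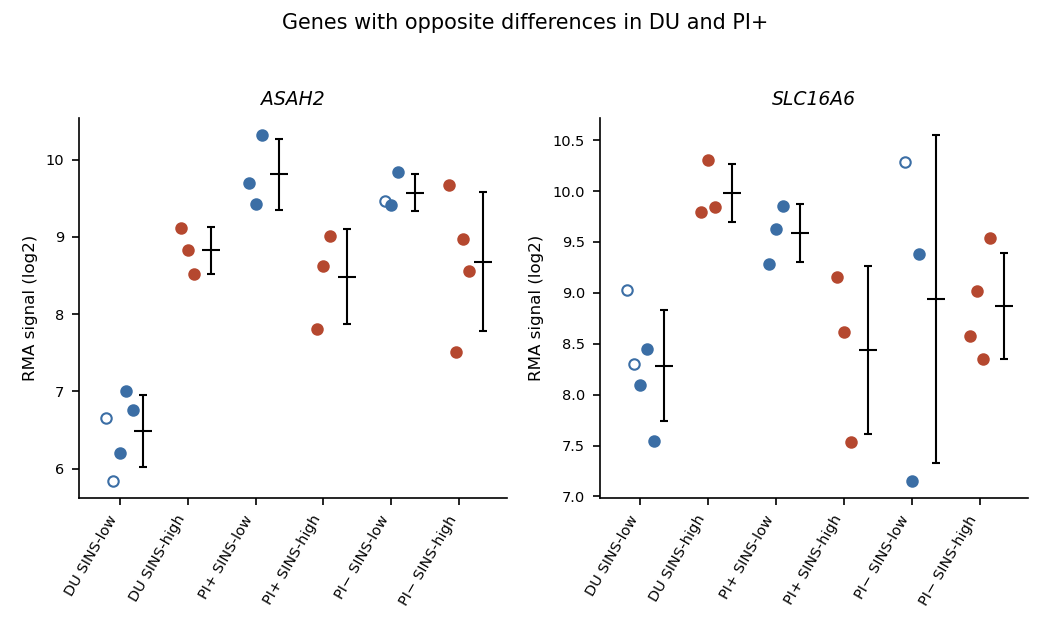
RMA log2 signal of ASAH2 and SLC16A6 (vertical axes) in the 6 groups (horizontal axes). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. The 5 DU SINS-low piglets lie between 5.84 and 7.01 for ASAH2, below all 3 DU SINS-high piglets.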

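Genes of red blood cells and the neutrophil gene S100A12 were lower in SINS-high livers across boars. Over the 18 arrays the exact permutation p was 0.0005 for EPB42 and for SLC4A1, 0.000833 for S100A12 and 0.00117 for HEMGN. Over all 21 arrays the exact permutation p was 0.000179 for EPB42, 0.0011 for S100A12, 0.00503 for SLC4A1, 0.00602 for TMEM52B and 0.0129 for HEMGN. Adjusted over the 13 genes tested, these were 0.00232, 0.00713, 0.0157, 0.0157 and 0.024. The paper named these genes from the same piglets, so that the tests are not independent evidence. Piglets of the same label number were regrouped freely, so that the p-values are too small if such piglets are alike. All 10 SINS-high piglets lay below the SINS-low mean of their boar for S100A12, SLC4A1, EPB42 and HEMGN, and 8 of 10 did for TMEM52B. CCL2 (exact permutation p = 0.484) and VEGFA (exact permutation p = 0.0702) did not pass the test across boars on the arrays. The paper's qPCR gives CCL2 as significantly lower and VEGFA as significantly higher under SINS. No cluster had a limma adjusted p under 0.05 across boars over all arrays, where 1268 had an unadjusted p under 0.05.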

Table 2 shows a section with 42 genes that show the strongest expression differences with regard to SINS-low and SINS-high. Thirtysix of them were statistically significant at *P* ≤ 0.05 in certain boar groups and 9 further genes tended to be significant (*P* ≤ 0.1). Among them are *GYPA*, *CRP*, transmembrane protein 52B (*TMEM52B)*, S100 calcium binding protein A12 (*S100A12)*, hemogen (*HEMGN)*, *CCL2* und vascular endothelial growth factor A (*VEGFA)*.

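Genes whose SINS difference differed between DU and PI+ in both sets of arrays were ASAH2 and the class II genes SLA-DQA1 and SLA-DRA, which present antigens, with LOC100510957. In a joint limma test of the 3 within-boar differences, ASAH2 was the only cluster with an adjusted p under 0.05 over all arrays (0.0298), against 953 clusters at an unadjusted p under 0.05. The 18 arrays gave 3 clusters, and ASAH2 was not among them. Between DU and PI+, 27 clusters differed at an adjusted p under 0.05 over the 18 arrays, 18 with the larger value in DU and 9 in PI+, and 4 over all arrays, 2 in each direction. Between DU and PI- 1 cluster differed over the 18 arrays and none over all arrays, and between PI+ and PI- none in either set, against 712 and 467 clusters at an unadjusted p under 0.05 over all arrays. LOC100510957 differed by -0.99 in PI+, and in DU by 0.40 over the 18 arrays and 0.35 over all arrays, a difference of 1.39 (standard error 0.25, limma adjusted p = 0.0332) and 1.34 (standard error 0.23, limma adjusted p = 0.0472). In PI+, 11.3% of all clusters had every SINS-high array on the same side of every SINS-low array, where chance gives 10%. The share was 2.78% in DU, where chance gives 3.57%, and 3.51% in PI-, where chance gives 5.71%.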

Differences between piglets with low and high grades of SINS were most striking in PI + and DU boars, but less pronounced in PI- boar offspring (Fig. 2). 

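Independent of the SINS score, the livers of DU and Pietrain offspring differed in genes of several kinds. LPAR3, a lysophosphatidic acid receptor, was 0.83 higher in DU on the log2 scale over the 18 arrays (standard error 0.12, limma adjusted p = 0.0131) and 0.80 higher over all arrays (standard error 0.11, limma adjusted p = 0.00266). MS4A7, which macrophages express, differed by -1.13 and -1.20 (limma adjusted p = 0.0258 and 0.00794), and the epithelial adhesion gene EPCAM by -0.79 and -0.81 (limma adjusted p = 0.032 and 0.0143). NME6 (-0.60 and -0.62) and TUFT1 (-0.62 and -0.66) were lower in DU as well, with limma adjusted p-values of 0.0253 and 0.029 over the 18 arrays and 0.00578 and 0.00687 over all arrays. Over the 18 arrays, limma called 64 clusters between DU and Pietrain offspring (31 higher and 33 lower in DU), and 1 cluster, LRRN3, in the SINS comparison across boars. Over all 21 arrays it called 33 between boars (20 higher and 13 lower in DU) and none across boars for SINS, where the methods' t-test on log2 values called 8 and none. Among SINS-low piglets alone, 47 clusters differed between DU and Pietrain offspring (26 higher and 21 lower in DU), and among SINS-high piglets none did, against 800 at an unadjusted p under 0.05. The number of 47 was 881 over the 18 arrays, 3 with the replicate number as a block, 12 without PI- SINS-low replicate 1 and 310 without DU SINS-low replicate 2. No DU piglet shares a label number with a Pietrain piglet, and over the 18 arrays all DU SINS-low piglets share 1 number. Boar and label number therefore cannot be told apart among these SINS-low piglets. The number of 33 became 9 without DU SINS-high replicate 1 and 61 without DU SINS-high replicate 2.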

There was a distinct difference between genes differentially expressed in SINS-low and SINS-high groups within boars (columns 1 to 3) and genes differentially expressed between boars, independent of the SINS score. Offspring of the three boars were compared in double vulcano plots, where any gene was located according to its fold-change in SINS-high piglets as compared to the SINS-low piglets of the two offspring groups (Fig. 3A: SINS susceptible PI + vs. SINS susceptible PI-; Fig. 3B: SINS susceptible DU vs. SINS susceptible PI+; Fig. 3C: SINS susceptible DU vs. Sins susceptible PI-). All genes with fold-change of > = 2 in at least one of the offspring group are named in the figures. The upper right quadrant shows genes up-regulated in the presence of SINS in both boars’ offspring group. *CRP* is the most prominently up-regulated gene in the offspring of both PI-boars, but not in DU. 

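CRP, the acute phase protein C-reactive protein, had a higher signal in the SINS-high than in the SINS-low offspring of both Pietrain boars. In PI+ it was 8.72 ± 1.07 (SD, n = 3) in SINS-low and 10.50 ± 0.74 (SD, n = 3) in SINS-high piglets, a log2 difference of 1.78 (standard error 0.76, limma adjusted p = 0.746). In PI- over the 18 arrays it was 8.46 ± 0.79 (SD, n = 2) in SINS-low and 9.80 ± 1.77 (SD, n = 4) in SINS-high piglets, a difference of 1.34 (standard error 0.82). Over all arrays, with the left-out PI- SINS-low replicate 1 at 7.76, the difference was 1.57 (standard error 0.71). The PI- difference rests largely on SINS-high replicate 2, whose signal was 12.45, whereas the other 3 PI- SINS-high piglets lay between 8.74 and 9.07. The exact permutation p was 0.1 in PI+, the smallest that 3 piglets against 3 allow, and 0.257 in PI-. The CRP cluster lies on chromosome 4 of Sscrofa10.2 from 94315127 to 94322791.

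**Figure D2:**
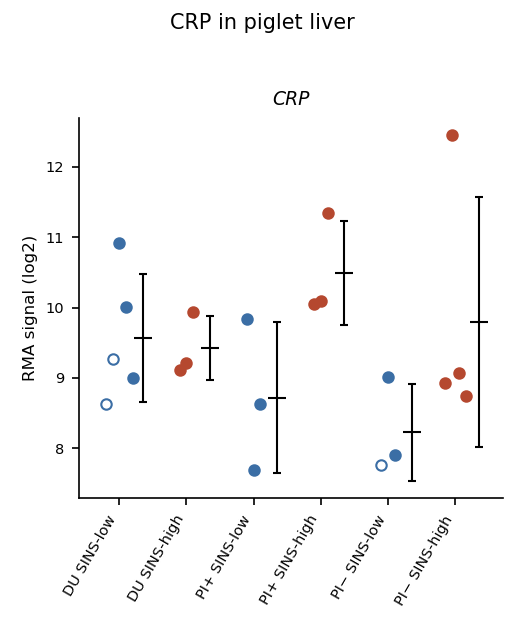
RMA log2 signal of CRP (vertical axis) in the 6 groups (horizontal axis). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. All 3 PI+ SINS-high piglets lie above the 3 PI+ SINS-low piglets, of which the highest is at 9.84.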

Swine lymphocyte antigen (*SLA*) and Jun proto-oncogene (*JUN*) are up-regulated in PI + offspring only. 

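Genes of the swine major histocompatibility complex were higher in the SINS-high than in the SINS-low piglets of PI+. Of 14 measured genes of this list, fixed from the tissue and the paper, 12 had a positive difference in PI+, with a median of 0.48. SLA-DRA, a class II chain on chromosome 7 of Sscrofa10.2 from 29095605 to 29101239, differed by 1.71 (standard error 0.31, limma adjusted p = 0.203) and SLA-DQA1 by 1.00 (standard error 0.19, limma adjusted p = 0.203). B2M, the light chain of class I, differed by 0.66. No gene of the list passed over all clusters in PI+, and 7 did when adjusted over the list alone. The adjusted p of the list over 27 lists was 8.23e-10 with camera and 0.0302 with an estimated correlation; the paper names some of its members from these samples, so the list is not independent evidence of its direction. In the same piglets the list mean of macrophage markers was 7.56 in SINS-low and 7.90 in SINS-high (camera adjusted p = 5.2e-06; adjusted p = 0.316 with an estimated correlation), and that of stellate cell and fibroblast markers 7.94 and 8.42 (camera adjusted p = 9.57e-05; adjusted p = 0.368 with an estimated correlation). In PI- SLA-DRA differed by 0.14 over the 18 arrays (standard error 0.32) and 0.17 over all arrays (standard error 0.29), and SLA-DQA1 by -0.05 and 0.08 (standard error 0.18 in both). In DU both were lower in SINS-high: SLA-DRA differed by -0.74 over the 18 arrays (standard error 0.30) and by -0.95 over all arrays (standard error 0.28), where the left-out DU SINS-low replicates 1 and 2 had 8.49 and 9.27. The DU and PI+ differences differed by -2.45 for SLA-DRA (limma adjusted p = 0.0331) and by -1.72 for SLA-DQA1 (limma adjusted p = 0.019) over the 18 arrays, and by -2.66 (limma adjusted p = 0.0244) and -1.76 (limma adjusted p = 0.0167) over all arrays. JUN, an immediate early transcription factor, differed by 1.43 in PI+ (standard error 0.39, limma adjusted p = 0.602), in DU by 0.60 over the 18 arrays (standard error 0.40) and 0.55 over all arrays (standard error 0.35) and, over the 18 arrays, by -0.05 in PI- (standard error 0.42). With PI- SINS-low replicate 1, at 7.76, the PI- difference of JUN was 0.24 (standard error 0.37).

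**Figure D3:**
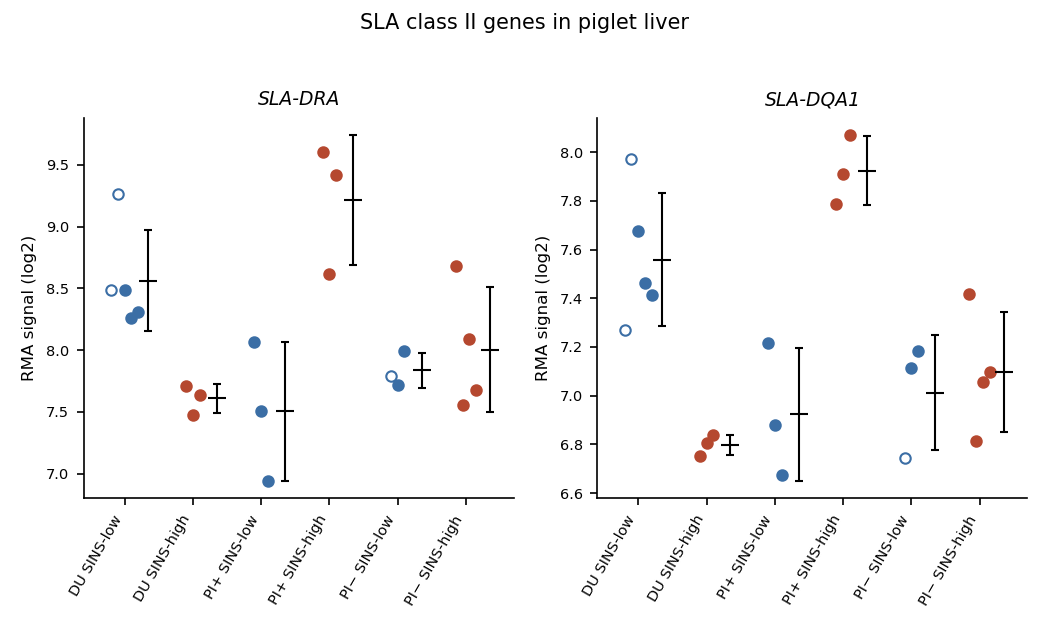
RMA log2 signal of SLA-DRA and SLA-DQA1 (vertical axes) in the 6 groups (horizontal axes). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. The 3 PI+ SINS-high piglets lie between 8.62 and 9.61 for SLA-DRA and the 3 DU SINS-high piglets between 7.48 and 7.71.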

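CYP2C42 and CYP2C49, cytochrome P450 enzymes of the liver, had their lowest signals in PI+ SINS-low piglets and were higher in PI+ SINS-high piglets. CYP2C42 was 5.27 ± 0.93 (SD, n = 3) in PI+ SINS-low and 7.38 ± 1.12 (SD, n = 3) in PI+ SINS-high, a log2 difference of 2.10 (standard error 0.65, limma adjusted p = 0.65). CYP2C49 was 6.83 ± 1.12 (SD, n = 3) and 9.25 ± 1.35 (SD, n = 3), a difference of 2.42 (standard error 0.89, limma adjusted p = 0.699). In PI- over the 18 arrays, CYP2C42 differed by 0.30 (standard error 0.72) and CYP2C49 by 0.03 (standard error 0.95). Over all arrays, with the left-out PI- SINS-low replicate 1 at 6.26 and 7.64, these differences were 0.60 (standard error 0.61) and 0.38 (standard error 0.83). In DU over the 18 arrays, CYP2C42 differed by -0.82 (standard error 0.68) and CYP2C49 by -0.16 (standard error 0.90); over all arrays these values were -0.70 (standard error 0.58) and 0.15 (standard error 0.79). The left-out DU SINS-low replicates 1 and 2 both had a CYP2C42 signal of 8.51, and CYP2C49 signals of 10.09 and 8.48.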

Cytochrom p450 c42 and c49 (*CYP2C42* and *CYP2C49)* are up-regulated in both PI boar offspring, but not in DU (< 2-fold). 

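ALAS1, the first enzyme of haem synthesis in the liver, was higher in SINS-high piglets of DU, with a signal of 9.26 ± 0.15 (SD, n = 5) in SINS-low and 10.39 ± 0.47 (SD, n = 3) in SINS-high piglets over all arrays. Its log2 difference in DU was 1.08 over the 18 arrays (standard error 0.57) and 1.13 over all arrays (standard error 0.48, limma adjusted p = 0.873), where the left-out DU SINS-low replicates 1 and 2 had 9.04 and 9.33. In PI+ ALAS1 differed by 1.32 (standard error 0.53, limma adjusted p = 0.714). In PI- it differed by 0.16 over the 18 arrays (standard error 0.61) and by 0.11 over all arrays (standard error 0.50), where PI- SINS-low replicate 1 had 9.23. SLC38A1, an amino acid transporter, differed by 0.65 in DU over the 18 arrays (standard error 0.60) and by 0.60 over all arrays (standard error 0.51, limma adjusted p = 0.996), by 0.19 in PI+ (standard error 0.57), and in PI- by 0.94 over the 18 arrays (standard error 0.64) and 0.74 over all arrays (standard error 0.53). PI- SINS-high replicate 2 had an SLC38A1 signal of 8.57, whereas the other PI- piglets lay between 5.19 and 5.84. DU SINS-low replicates 1 and 2 had 5.42 and 5.61.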

5’-Aminolevulinate Synthase 1 (*ALAS1)*, solute carrier family 38 member 1 (*SLC38A1)* and others are upregulated in PI- and DU, but not in PI+. More than the up-regulated genes are down-regulated in SINS. 

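Across boars, the named clusters with the largest differences were mostly lower in SINS-high livers: TMEM52B, SLC4A1, HEMGN, S100A12 and LIPK had negative differences, and LOC100623111 a positive one (1.30 over the 18 arrays and 1.32 over all arrays). CRP was among the largest positive ones over all arrays only. With the 18 arrays, 22 clusters were lower and 4 were higher across boars at the threshold of the methods, and 30 were lower and 16 higher in the Pietrain mean. With all 21 arrays, 5 were lower and 8 higher across boars, and 18 were lower and 19 higher in the Pietrain mean. Without PI- SINS-low replicate 1 alone, 19 clusters were lower and 4 higher across boars. In PI+ more clusters were higher than lower, but 36 of the 63 named clusters were lower. Genes of fatty acid oxidation and ketogenesis were lower in 22 of 23 measured members across boars, with a median of -0.34. VNN1 differed by -0.87 over the 18 arrays and -0.73 over all arrays, HACL1 by -0.79 and -0.60 and HADHA by -0.53 and -0.46. The list had a camera adjusted p of 1.28e-13, which was 0.163 with an estimated correlation. None of its members passed over all clusters, and 6 did when adjusted over the list alone.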

The most prominent *G*enes in any offspring are *GYPA* together with *HEMGN* and solute carrier family 4 member 1 (*SLC4A1)*. 

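Transcripts of red blood cells were lower in SINS-high livers across boars. HEMGN, a nuclear protein of erythroid precursors, differed by -1.31 across boars over the 18 arrays (standard error 0.30, limma adjusted p = 0.209) and by -0.98 over all arrays (standard error 0.32, limma adjusted p = 0.761); its left-out arrays had 7.21, 7.35 and 6.91. Of 30 measured genes of an erythroid list, 29 had a negative difference across boars, with a median of -0.28. Among them, the haem enzymes FECH (-0.46 over the 18 arrays and -0.39 over all arrays) and ALAS2 (-0.58 and -0.52), ankyrin ANK1 (-0.55 and -0.48) and beta globin HBB (-0.57 and -0.48) are not named by the paper. The list fell across boars with a camera adjusted p of 2.09e-20 over 27 lists, which was 0.0563 with an estimated correlation; fry gave 0.047. The exact permutation p of its mean, a test chosen after the values were seen, was 0.000485 (0.0131 adjusted). No member passed over all clusters, and 16 did when adjusted over the list alone. The mean of the list differed across boars by -0.49 over the 18 arrays and by -0.40 over all arrays. The paper names 7 of its members from these samples.

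**Figure D4:**
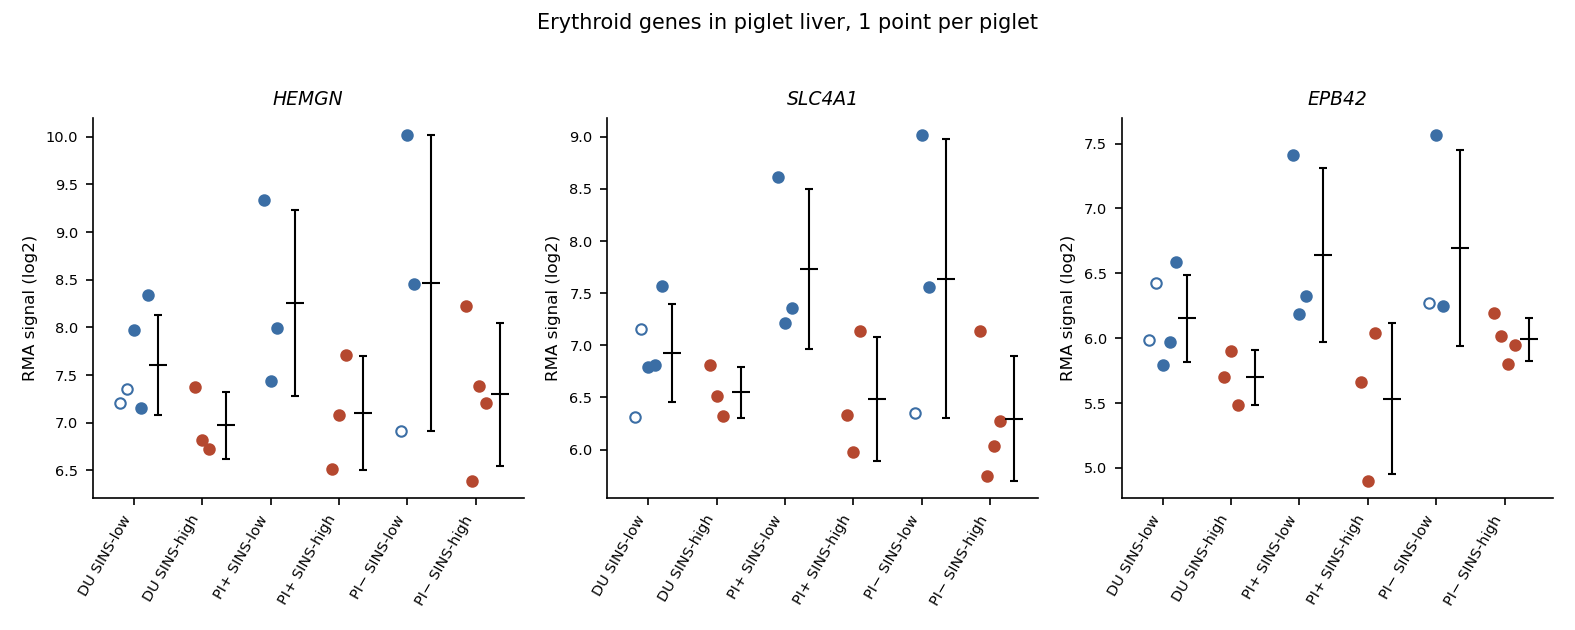
RMA log2 signal of HEMGN, SLC4A1 and EPB42 (vertical axes) in the 6 groups (horizontal axes). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. Group means are lower in SINS-high for all 3 genes in each boar.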

Erythrocyte membrane protein band 4.2 (*EPB42)* and *TMEM52B* are further down-regulated in PI+. 

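In PI+ offspring TMEM52B, a transmembrane protein gene on chromosome 5 of Sscrofa10.2 from 58441826 to 58446658, had the most negative difference of the named clusters whose arrays did not overlap. Its signal was 10.04 ± 1.14 (SD, n = 3) in SINS-low and 7.59 ± 0.31 (SD, n = 3) in SINS-high piglets, a log2 difference of -2.45 (standard error 0.58, limma adjusted p = 0.428). EPB42, which anchors the erythrocyte membrane to its skeleton, was 6.64 ± 0.67 (SD, n = 3) and 5.53 ± 0.58 (SD, n = 3), a difference of -1.11 (standard error 0.34, limma adjusted p = 0.65). For both genes every PI+ SINS-high piglet lay below every SINS-low piglet. In the other boars TMEM52B differed less: by -0.68 in DU (standard error 0.57) and -0.64 in PI- (standard error 0.61) over the 18 arrays. Over all arrays these values were -0.58 (standard error 0.52) and -0.90 (standard error 0.54), with the left-out arrays at 7.67 and 9.12 in DU and 9.73 in PI-. Whether the TMEM52B difference was larger in PI+ than in DU or PI- was tested and did not pass at an adjusted p under 0.05.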

*S100A12* is strictly down-regulated in PI- and DU offspring. 

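S100A12, a calcium-binding protein that neutrophils release, was lower in SINS-high piglets of DU and PI-. In DU over the 18 arrays its signal was 7.31 ± 0.89 (SD, n = 3) in SINS-low and 5.85 ± 0.15 (SD, n = 3) in SINS-high piglets. Over all arrays, with the left-out replicates 1 and 2 at 6.40 and 6.80, the SINS-low mean was 7.03 ± 0.76 (SD, n = 5). In PI- over the 18 arrays it was 8.00 ± 0.44 (SD, n = 2) in SINS-low and 5.97 ± 0.17 (SD, n = 4) in SINS-high piglets. With the left-out PI- SINS-low replicate 1, at 6.29, the SINS-low mean was 7.43 ± 1.03 (SD, n = 3). In PI+ the means were 6.60 ± 0.67 (SD, n = 3) and 6.31 ± 0.25 (SD, n = 3), a log2 difference of -0.29 (standard error 0.44). In DU and PI- every SINS-high piglet lay below every SINS-low piglet, also with the left-out arrays.

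**Figure D5:**
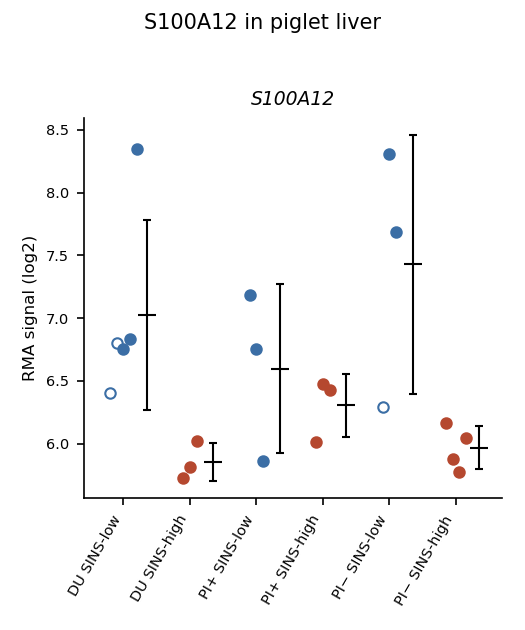
RMA log2 signal of S100A12 (vertical axis) in the 6 groups (horizontal axis). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. DU SINS-low replicate 5 lies at 8.35, above the other 4 DU SINS-low piglets, which lie between 6.40 and 6.84.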

Few genes are up-regulated in PI + and at the same time down-regulated in PI- or vice-verse. However, many genes are regulated in different direction when comparing PI + and DU.

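Among clusters at the threshold of the methods over all arrays, the SINS differences of the 2 Pietrain boars' offspring mostly had the same sign. SLC4A1 passed the threshold of the methods in both, lower in SINS-high, over the 18 arrays and over all 21. Over all arrays only, CRP passed in both, higher in SINS-high, and IGFBP1 with opposite signs; over the 18 arrays CRP did not pass in PI- and IGFBP1 did not in PI+. Of the 204 clusters at this threshold in PI+ or PI- over all arrays, 30 (14.7%) had opposite signs. Of 16 clusters that differed at least 2-fold in both, 1 had opposite signs. Across all 25388 clusters, the correlation of the differences was 0.123 over the 18 arrays and 0.289 over all arrays (Spearman 0.237), and 58.4% of clusters had the same sign. This is a correlation across genes, which are not independent replicates. PI- SINS-low replicate 2 has the label number of all PI+ SINS-low piglets, so that the differences of the 2 boars may not be independent.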

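Between DU and PI+, opposite signs were more frequent than equal signs among the clusters at the threshold of the methods: 152 of 242 (62.8%) over all arrays. DNAJC12, a co-chaperone, differed in DU by -1.28 over the 18 arrays (standard error 0.53) and -1.21 over all arrays (standard error 0.47) and in PI+ by 1.12 (standard error 0.53), and none of these had a limma adjusted p under 0.05. Of 16 clusters that differed at least 2-fold in both, 8 had opposite signs, 5 of them named. Between DU and PI- 44 of 83 clusters (53%) had opposite signs. Across all clusters the correlation of the DU and PI+ differences was -0.213 over the 18 arrays and -0.107 over all arrays (Spearman -0.114), and 45.9% of clusters had the same sign. It was 0.033 and 0.017 between DU and PI-. Without DU SINS-high replicate 2 the correlation of DU and PI+ was 0.137, so that its sign depends on this array. From the positions of the genes in Fig. 3, the paper states that few genes are regulated in opposite directions in PI+ and PI-, and many in PI+ and DU.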

**Fig. 2:**
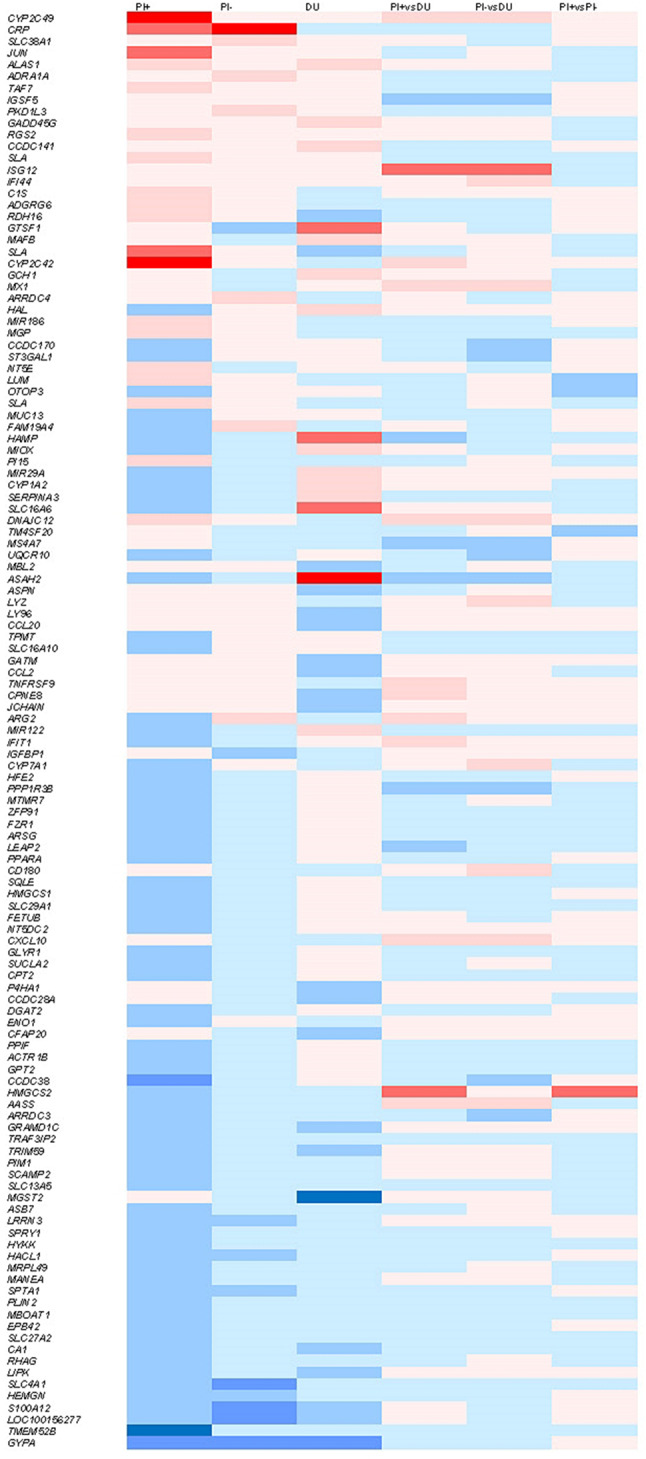
Heatmap of differentially expressed genes. Column 1: offspring from PI + boar (piglets with low SINS scores vs. piglets with high SINS scores). Column 2: the same for offspring from PI- boar. Column 3: the same for DU boar. Columns 4 to 6: comparison between any piglets (SINS-low [z-scores between − 13.86 and − 5.39] and SINS-high [z-scores between 4.18 and 12.83]) of the different boars. Fields are red, if the gene is upregulated in the second group (e.g. in SINS-high offspring from PI + boar in column 1); they are blue, if upregulated in the first group. Colour intensity increases in steps from 1-1.9-fold, 2-2.9-fold, 3-fold to > 4-fold, and − 1 to -1.9-fold, -2 to -2.9-fold, -3-fold, and < -4-fold, respectively

**Fig. 3:**
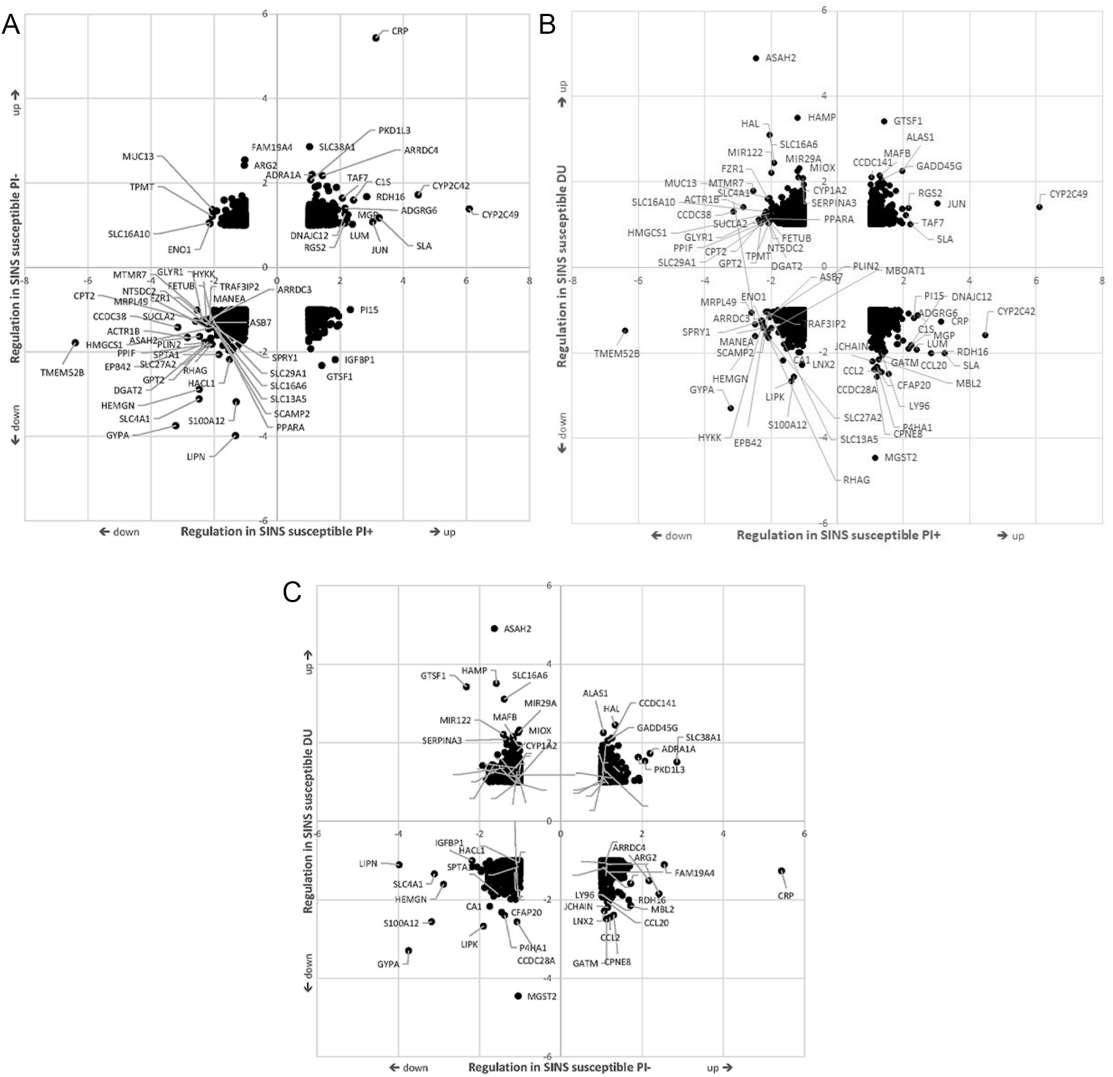
Double volcano plots comparing gene regulation in offspring from different boars. Units of X- and Y-axis are fold-change of the delogarithmised data. **A**) comparison between PI + and PI- offspring, both with high SINS scores [z-scores between 4.18 and 12.83]; **B**) comparison between PI + and DU offspring, both with high SINS scores; **C**) comparison between PI- and DU offspring, both with high SINS scores

**Table 2:** The 44 genes with the highest fold-change in the liver transcriptome of the different boars in piglets with low and high SINS scores. Thirty-six genes were significant at *P* ≤ 0.05 in the offspring of different boars (upper part), 9 genes tended to be significant at *P* ≤ 0.1 (lower part)

					Expression in			
Gene Name	SSC	Position Start	Position End	Boar	SINSlow	SINShigh	Fold-increase	*P*
*ASAH2*	14	99,005,785	99,153,700	DU	103.7	460.1	4.4	0,0033
*ASAH2*	14	99,005,785	99,153,700	PI	877.6	430.7	-2.6	0,0056
*CCDC28A*	1	25,645,369	25,664,905	DU	270.4	86.1	-3.1	0,0001
*CCL20*	15	129,172,410	129,176,402	DU	93.2	33.7	-2.8	0,0338
*CFAP20*	6	19,953,229	19,970,852	DU	316.7	130.0	-2.4	0,0030
*CIRBP*	2	77,184,387	77,195,281	DU	236.8	578.8	2.4	0,0398
*FUS*	3	17,313,763	17,327,836	DU	347.7	999.1	2.9	0,0004
*GATM*	1	126,360,294	126,380,379	DU	1751.2	630.2	-2.8	0,0135
*GRAMD1C*	13	145,986,933	146,116,590	DU	661.8	271.6	-2.4	0,0352
*GTSF1*	5	19,637,081	19,664,018	DU	24.4	79.9	3.3	0,0443
*GYPA*	8	84,034,622	84,070,048	PI	565.3	139.7	-4.1	0,0095
*HAMP*	6	44,785,719	44,787,447	DU	80.0	350.4	4.4	0,0307
*HEMGN*	1	239,786,096	239,838,975	PI	492.8	161.8	-3.0	0,0343
*HNRNPDL*	8	135,801,796	135,810,605	DU	433.0	1064.1	2.5	0,0001
*IGSF5*	13	203,320,687	203,377,059	All	79.0	197.8	2.5	0,0068
*LIF*	14	47,219,743	47,241,310	DU	40.2	98.5	2.5	0,0480
*LOC100154071 (H2AC14)*	7	21,592,937	21,593,433	DU	823.0	319.2	-2.6	0,0142
*LOC100156277*	14	100,675,726	100,713,366	PI	97.1	33.6	-2.9	0,0043
*LOC100156618*	1	261,466,482	261,493,913	DU	405.2	1218.6	3.0	0,0180
*LOC100516628*	8	66,375,356	66,397,138	All	343.2	82.7	-4.1	0,0025
*LOC100516628*	8	66,375,356	66,397,138	DU	343.2	82.7	-4.1	0,0052
*LOC100517800(H2AB1)*	19	125,277,575	125,280,752	All	2203.9	911.6	-2.4	0,0078
*LOC100621538(H2AC25)*	2	51,688,375	51,704,824	DU	188.5	66.6	-2.8	0,0418
*LOC100623111*	2	8,619,513	8,625,035	All	96.9	315.5	3.3	0,0031
*LOC100736710*	5	20,648,836	20,652,451	DU	27.8	11.7	-2.4	0,0058
*LOC100737436*	4	44,237,395	44,238,625	DU	324.8	826.7	2.5	0,0008
*MGST2*	8	87,310,542	87,402,201	DU	628.3	123.7	-5.1	0,0065
*NAV2*	2	87,402,201	40,165,499	DU	144.0	419.7	2.9	0,0498
*P4HA1*	14	75,818,015	75,928,313	DU	1686.2	640.9	-2.6	0,0028
*RAPH1*	15	75,818,015	75,818,015	DU	608.0	1487.9	2.4	0,0500
*RDH16*	5	22,250,246	22,268,306	PI	1048.3	473.2	-2.6	0,0079
*S100A12*	4	96,225,557	96,227,164	DU	182.5	58.1	-3.1	0,0400
*SERPINA11*	7	115,664,489	115,664,489	DU	828.8	3803.0	4.6	0,0169
*SLC16A6*	12	11,856,083	11,877,066	DU	269.7	1024.7	3.8	0,0046
*SLC4A1*	12	18,956,068	18,977,011	PI	282.2	88.9	-3.2	0,0120
*TFRC*	13	133,974,686	133,999,633	DU	1554.1	647.3	-2.4	0,0009
*TMEM52B*	5	61,778,932	61,789,506	PI	955.5	284.5	-3.4	0,0263
*TMEM52B*	5	61,778,932	61,789,506	All	793.1	278.0	-2.9	0,0330
*VEGFA*	7	38,744,804	38,763,871	DU	78.4	191.1	2.4	0,0122
*CCL2*	12	38,763,871	40,800,204	DU	120.6	45.9	-2.6	0,0565
*CPNE8*	5	70,365,018	70,687,049	DU	438.4	146.0	-3.0	0,0604
*CRP*	4	70,687,049	90,801,786	PI	455.3	1687.7	3.7	0,0680
*GYPA*	8	84,034,622	84,070,048	DU	330.6	135.9	-2.5	0,0600
*GYPA*	8	84,034,622	84,070,048	All	444.0	100.7	-4.4	0,0944
*HAL*	5	87,519,982	87,549,990	DU	415.3	1091.6	2.6	0,0671
*JCHAIN*	8	67,438,483	67,449,550	DU	142.1	49.1	-2.9	0,0930
*LIPI*	13	179,123,343	179,185,818	DU	435.1	129.0	-3.4	0,0542
*LOC100525856(SAA1P)*	2	40,961,342	40,962,170	DU	682.5	1777.9	2.6	0,0810
*LY96*	4	61,916,715	61,953,803	DU	93.3	37.1	-2.5	0,0636
*SCD*	14	111,459,913	111,479,680	DU	346.1	1097.3	3.2	0,0742

P: significance; PI: Offspring from Pietrain boar; DU: Offspring from Duroc boar; SSC: Sus scrofa chromosome. Fold-changes are based on delogarithmised data

Figure 4 shows the detailed assignment of the differentially expressed genes to the compared groups, e.g. DU vs. PI (column 1), DU SINS-low vs. PI SINS-low (column 2) and DU and PI, each with pronounced SINS signs (SINS-high)(column 3). Expression differences are expected to show preferably boar differences that can be attributed to the breed, because the comparisons always take place within the same SINS level. However, no fundamental statement regarding the breed is to be made. Differentially expressed genes that fulfil this requirement are found especially in the lower half of the figure (*n* = 22). In contrast, the comparisons in columns 4 to 7 represent SINS effects, because in each case, progeny of low with progeny of high SINS levels are compared within a boar (DU: column 4, PI+; column 5; PI-: column 6) or across all boars (column 7). Only differentially expressed genes with multiple (at least twice) 2-fold changes or higher were included. From top to bottom, the involvement of SINS-related genes decreases in favor of primary boar related genes. 

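RDH16, a retinol dehydrogenase of the liver, was higher in SINS-high than in SINS-low piglets of both Pietrain boars and lower in those of DU. In the Pietrain mean its log2 difference was 1.75 over the 18 arrays (standard error 0.64, limma adjusted p = 0.692) and 1.52 over all arrays (standard error 0.62, limma adjusted p = 0.761), where the left-out PI- SINS-low replicate 1 had 10.33. In DU it differed by -1.38 over the 18 arrays (standard error 0.88) and by -1.21 over all arrays (standard error 0.81), where the left-out DU SINS-low replicates 1 and 2 had 7.97 and 10.40. The RDH16 signals spread widely within groups, from 7.91 to 10.82 among the 5 DU SINS-low piglets and from 6.42 to 10.00 among the 3 DU SINS-high piglets.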

Genes that are differentially expressed, especially under the influence of SINS, include *GYPA*, lipase k (*LIPK)*, lipase N (*LIPN)*, *S100A12*, *CRP*, *HEMGN*, retinol dehydrogenase 16 (*RDH16)*, *EPB42* and *TMEM52B*. In contrast, the genes immunoglobulin superfamily members 5 (*IGSF5)*, interferon stimulated gene 12 (*ISG12)*, some cytochrome genes, C-X-C motif chemokine 10 (*CXCL10)*, MX dynamin like GTPase 1 (*MX1)* and others reveal differences between boars that are not primarily associated with different SINS sensitivities. 

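Genes stimulated by interferon were higher on average in the livers of DU than of Pietrain offspring, but not in every DU piglet. Of 26 measured genes of this list, 24 had a positive difference, with a median of 0.47. The list mean was 6.950 in DU SINS-low replicate 1 and 6.833 in DU SINS-high replicate 2, within the Pietrain range of 6.685 to 7.117. The other DU piglets, between 7.334 and 7.672, carry other label numbers than these. Boar and label number can therefore not be told apart here. MX1, an antiviral GTPase on chromosome 13 of Sscrofa10.2 from 144398292 to 144424140, was 1.30 higher in DU on the log2 scale over the 18 arrays (standard error 0.25, limma adjusted p = 0.032) and 1.15 higher over all arrays (standard error 0.23, limma adjusted p = 0.0404). IFI44 was 1.10 and 0.92 higher (standard errors 0.19 and 0.18, limma adjusted p = 0.0243 and 0.0477). The array's ISG12(A) gene was 1.92 higher over the 18 arrays (standard error 0.33) and 1.62 higher over all arrays (standard error 0.36, limma adjusted p = 0.0867). Its left-out arrays had 6.78 and 8.76 in DU SINS-low and 7.14 in PI- SINS-low, and those of MX1 had 6.84, 7.50 and 6.91. Of the list, 3 genes passed over all clusters (B2M, MX1 and IFI44) and 17 when adjusted over the list alone. The list rose in DU with a camera adjusted p of 2.52e-16, which was 0.115 with an estimated correlation; fry gave 0.0112. For SINS across boars, 11 of the 26 genes had a positive and 15 a negative difference, with a median of -0.02 (camera adjusted p = 0.863; the test's direction was up). Of the cytochromes, CYP2C42 was 1.59 higher in DU over the 18 arrays (limma adjusted p = 0.118) and 1.60 over all arrays (limma adjusted p = 0.108), and CYP7A1, the rate-limiting enzyme of bile acid synthesis, 1.00 (limma adjusted p = 0.0487) and 0.88 (limma adjusted p = 0.0867). Of 17 measured genes of the cytochrome P450 and FMO list 14 had a positive difference (camera adjusted p = 0.0275; adjusted p = 0.457 with an estimated correlation), and 3 passed when adjusted over the list alone.

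**Figure D6:**
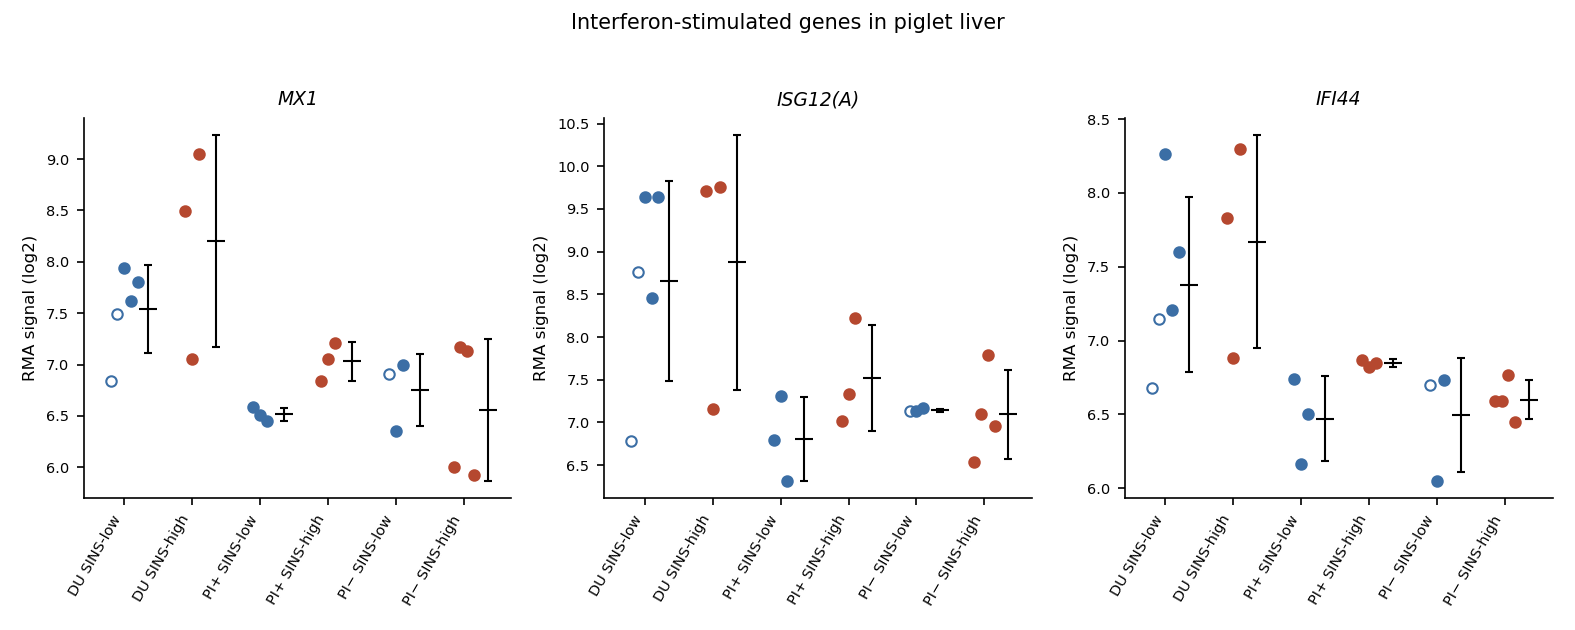
RMA log2 signal of MX1, ISG12(A) and IFI44 (vertical axes) in the 6 groups (horizontal axes). Points are piglets, blue for SINS-low and red for SINS-high, open for the 3 arrays outside Table 2; black marks are group means with SD over all arrays. Within DU the ISG12(A) signals run from 6.78 to 9.76, and DU SINS-high replicate 2 lies at 7.15.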

The numbers in the black boxes show the fold superiority of the subjects indicated in row 2, those in the grey boxes show the degree of up-regulation of the subjects indicated in row 1. *GYPA* and *CRP* are particularly prevalent among the SINS comparisons, *IGSF5* and *ISG12* among the more SINS-independent boar comparisons.

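IGSF5, an adhesion molecule of the immunoglobulin superfamily on chromosome 13 of Sscrofa10.2 from 143316350 to 143359749, was lower in DU than in Pietrain offspring at both SINS levels. Between DU and Pietrain offspring it differed by -1.22 over the 18 arrays (standard error 0.22, limma adjusted p = 0.029) and by -1.15 over all arrays (standard error 0.20, limma adjusted p = 0.0203). The left-out arrays had IGSF5 signals of 6.26 and 5.67 in DU SINS-low and 7.01 in PI- SINS-low. For SINS across boars IGSF5 was 0.67 higher in SINS-high over the 18 arrays (exact permutation p = 0.0168) and 0.62 higher over all arrays (exact permutation p = 0.0109, adjusted over the 13 genes 0.0235), with 9 of 10 SINS-high piglets above the SINS-low mean of their boar. The limma adjusted p over all clusters was 0.748. PI- SINS-high replicate 1, at 8.73, lay apart from the other 3 of its group, between 7.45 and 7.59.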

**Fig. 4:**
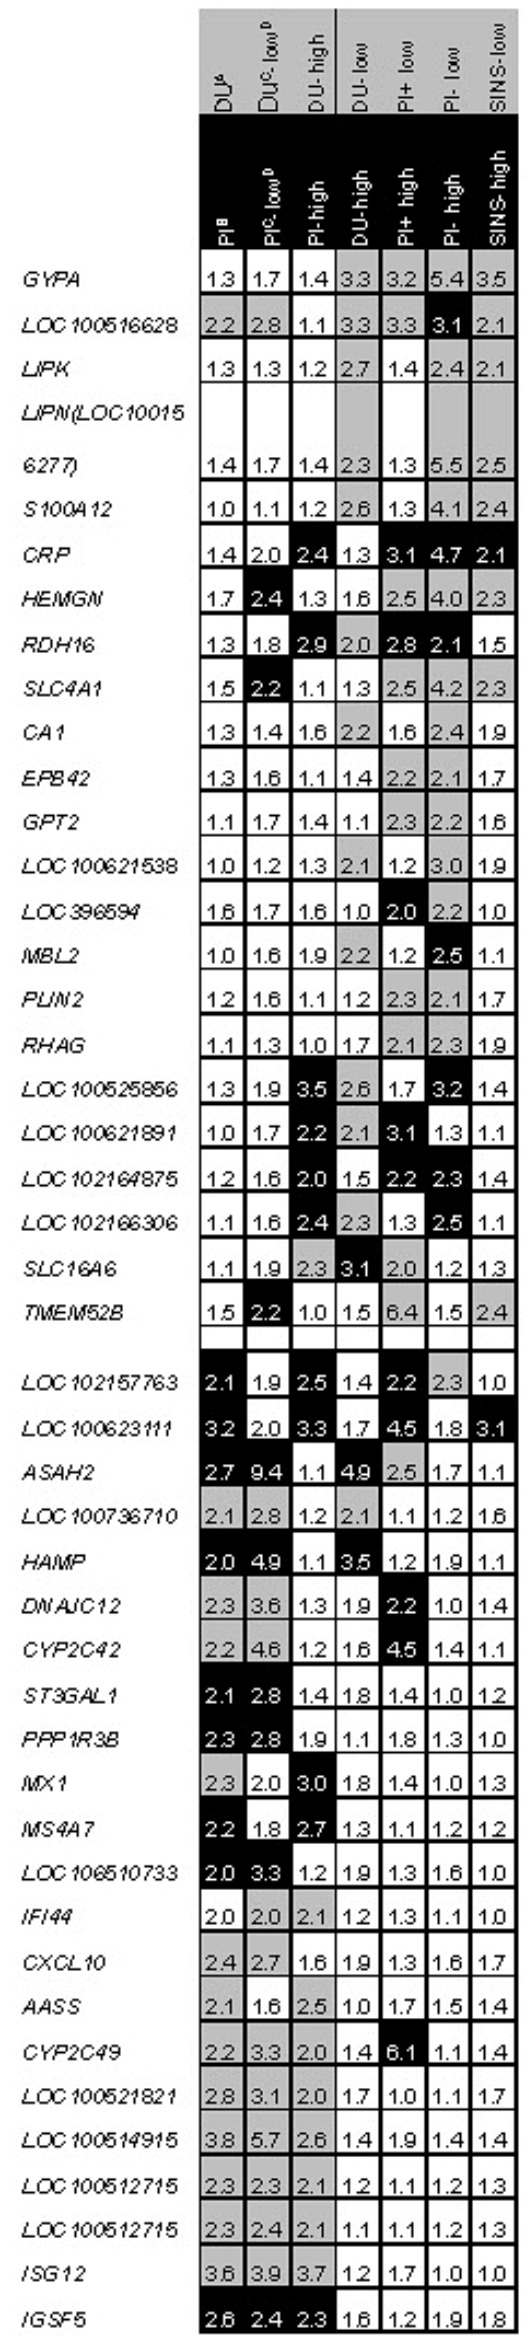
Fold changes of genes differentially expressed in liver tissue between different groups. Grey: groups of the grey head line (**A**) are up-regulated; black: groups of the black head line (**B**) are up-regulated. The left three columns represent more boar (“breed”) related, the right four columns represent more SINS-related genes. Genes are sorted with decreasing degree of SINS-relation and increasing degree of boar (“breed”) relation. **C**) Boars: DU = Duroc; PI + = relatively SINS stable Pietrain; PI- = realtively SINS susceptible Pietrain. **D**) low = low SINS scores (z-scores: -13.86 to -5.39), high = high SINS scores (z-scores: 4.18 to 12.83). Fold-changes are based on delogarithmised data

### Identification of biological processes and pathways

The genes of Fig. 4 were assigned to a whole series of interesting gene ontological pathways (Fig. 5). The pathways up-regulated under SINS in particular were largely consistent with the pathways up-regulated in PI boars. They are associated with the negative regulation of mononuclear cells and macrophages in particular, the negative regulation of viral processes by the host, and the negative regulation of IL8. 

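Of 25 measured genes of the complement and coagulation list, 15 were higher in PI+ SINS-high, with a median of 0.18, and none passed over all clusters. C1QA, a chain of C1q that macrophages express, differed by 0.80 (standard error 0.21, limma adjusted p = 0.567) and C1QB by 0.55 (standard error 0.24, limma adjusted p = 0.767). With C1S, 2 genes passed when adjusted over the list alone. The list had a camera adjusted p of 0.0345 in PI+, which was 0.577 with an estimated correlation, and 0.532 across boars. Markers of macrophages moved with it in PI+: 17 of 19 had a positive difference (camera adjusted p = 5.2e-06, and adjusted p = 0.316 with an estimated correlation). C1QA, C1QB and C1QC are on both lists, so that the lists are not independent. The array's annotation holds 5 genes of the GO term complement activation and 8 of vasoconstriction. Neither term passed in any SINS comparison, with camera adjusted p-values of 0.236 for both in PI+ and 0.229 for both across boars. The GO terms were tested as lists after the values were seen.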

Pathways for the activation of the complement system and vasoconstriction were also included. A pathway to innate immune response was up-regulated rather SINS-specifically. 

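Of the 51 measured genes of the GO term innate immune response, 30 had a positive SINS difference in PI+, with a median of 0.06 (camera adjusted p = 0.236). In DU, 33 were lower, with a median of -0.10; the term fell with a camera adjusted p of 0.044, which was 0.383 with an estimated correlation. In PI-, 28 were lower (camera adjusted p = 0.422). Across boars 25 were higher and 26 lower (camera adjusted p = 0.361). No gene of the term passed over all clusters in these comparisons. Of the list of inflammatory cytokines and adhesion molecules, 18 of 23 measured genes were lower in DU SINS-high (camera adjusted p = 0.00123; adjusted p = 0.389 with an estimated correlation) and 15 were higher in PI+ (camera adjusted p = 0.0394; adjusted p = 0.531 with an estimated correlation).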

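Genes of the membrane skeleton of red blood cells were lower in SINS-high Pietrain offspring. ANK1, the erythrocyte ankyrin, differed by -0.73 over the 18 arrays (limma adjusted p = 0.341) and -0.63 over all arrays (limma adjusted p = 0.437), and the spectrin SPTB by -0.72 (limma adjusted p = 0.234) and -0.51 (limma adjusted p = 0.683). Of 14 measured genes of the list on ankyrin binding and the cortical cytoskeleton, 9 had a negative difference in the Pietrain mean, with a median of -0.19. The camera adjusted p was 0.000207, which was 0.217 with an estimated correlation, and fry gave 0.175. No gene passed over all clusters, and 6 did when adjusted over the list alone (among them EPB42, SLC4A1, ANK1, RHAG and SPTB, which are also on the erythroid list). In PI- the mean of the list differed by -0.47 without PI- SINS-low replicate 1, whose mean was 7.19, and by -0.33 with it. In DU it differed by -0.02 over the 18 arrays and by -0.06 over all arrays. As lists chosen after the values were seen, the GO terms ankyrin binding (5 genes) and cortical cytoskeleton (6 genes) had camera adjusted p-values of 0.229 and 0.172 across boars. Most genes of ankyrin binding were lower in SINS-high across boars, whereas 5 of the 6 of cortical cytoskeleton were higher.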

Down-regulated under SINS were pathways for ankyrin binding, concerning the cortical cytoskeleton and the plasma membrane. Some pathways were down-regulated in Pietrain without substantially affecting SINS. These pathways primarily involved haem and iron binding, cytoplasm and membrane. 

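HAMP, which encodes the iron hormone hepcidin, had the largest difference of a list of iron and haem handling in DU and differed in the opposite direction in the Pietrain mean. In DU HAMP differed by 2.20 over the 18 arrays (standard error 0.74, limma adjusted p = 0.195) and by 1.89 over all arrays (standard error 0.65, limma adjusted p = 0.845), where the left-out DU SINS-low replicates 1 and 2 had 7.37 and 6.55. In the Pietrain mean it differed by -1.02 (standard error 0.54) and -0.85 (standard error 0.50). TFRC, the transferrin receptor, differed by -1.26 in DU over the 18 arrays (standard error 0.30, limma adjusted p = 0.0768) and by -0.81 over all arrays (standard error 0.34, limma adjusted p = 0.873). For SINS in the Pietrain mean, 9 of 14 measured genes of this list were lower, with a median of -0.09 (camera adjusted p = 0.787). Between boars, 32 of the 52 measured genes of the GO term heme binding were lower in Pietrain than in DU offspring, with a median of 0.04 for DU minus Pietrain (camera adjusted p = 0.473), and 26 of the 47 genes of iron ion binding were (camera adjusted p = 0.575). None of them passed over all clusters. For SINS in the Pietrain mean, 30 genes of heme binding and 27 of iron ion binding were lower (camera adjusted p = 0.334 and 0.234). The GO terms were tested as lists after the values were seen.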

Some of the significant genes could not be assigned to any pathway.

**Fig. 5:**
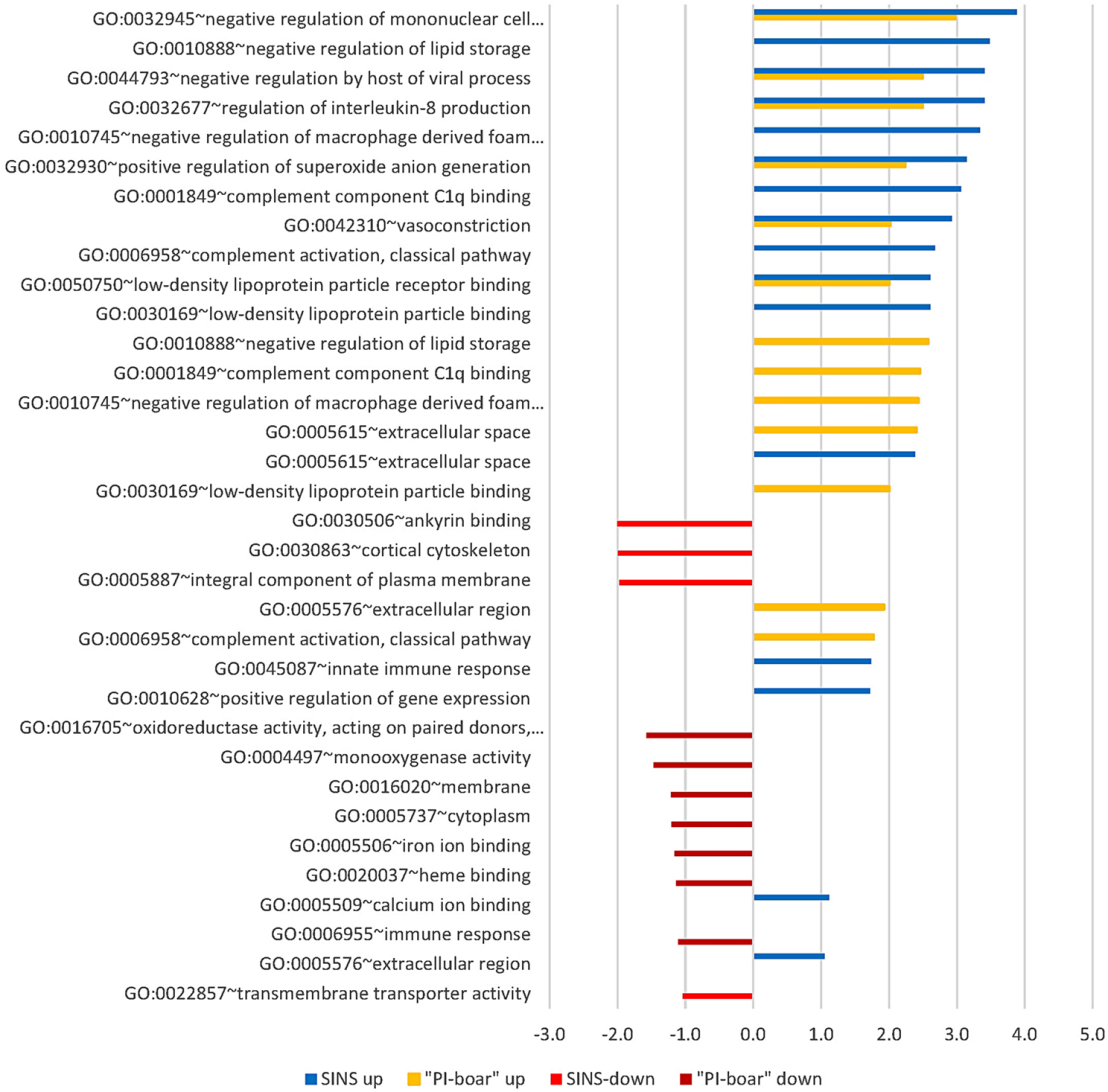
GO-terms and relative pathways up- (to the right) or down-regulated (to the left) with regard to SINS score and boar. SINS up: Up-regulated in pigelts with high SINS scores (z-scores from 4.18 to 12.83) compared to piglets with low SINS scores (z-scores from − 13.86 to -5.39). PI-boar up: Up-regulated in piglets from Pietrain boars as compared to piglets from Duroc boars

### Verification of transcriptomic data

From the 44 genes of Table 2 with significant fold change in all or at least one group of offspring, seven genes were selected to be verified by qPCR. The expression of *GYPA*, *VEGFA*, *CCL2*, *CRP*, *IGSF5*, *S100A12* and *TMEM52B* was studied in liver tissue of suckling piglets. Effects of the boar (DU, PI+, PI-) and the SINS score (SINS-low vs. SINS-high) on the fold change compared to the general mean including all piglets was tested (Table 3). *VEGFA*, *TMEM52B*, and *GYPA* explained 27.8 to 35% of variance of expression. Expression was significantly down-regulated by SINS in *GYPA*, *S100A12* and *CCL*2 and up-regulated in *VEGFA* and *TMEM52B*. *IGSF5* was tendentially affected by breed and SINS and *CRP* was tendentially affected by SINS score.

**Table 3:** Effects of boar and SINS on average fold-expression of selected genes in qPCR

Gene		Total	DU	PI+	PI-	SINS-high	SINS-low	*P*_Boar_	*P*_SINS_	*R* ^2^_Boar_	*R* ^2^_SINS_
*GYPA*	Mean	2.06	1.89	1.98	2.31	0.62	3.50	n.s.	0.029	0.40%	27.80%
	SE	0.60	0.98	1.10	1.03	0.86	0.83				
*VEGFA*	Mean	1.26	1.32	1.12	1.33	1.70	0.81	n.s.	0.008	1.50%	35%
	SE	0.15	0.24	0.27	0.25	0.21	0.20				
*CCL2*	Mean	1.52	1.61	1.90	1.03	0.94	2.10	n.s.	0.029	5.30%	13.90%
	SE	0.33	0.54	0.61	0.57	0.485	0.46				
*CRP*	Mean	1.59	1.66	1.29	1.81	2.25	0.93	n.s.	0.060	1%	10%
	SE	0.49	0.81	0.91	0.85	0.71	0.69				
*IGSF5*	Mean	4.16	0.91	3.24	8.34	6.20	2.13	n.s.	n.s.	15.90%	6.60%
	SE	1.70	3.01	3.01	2.81	2.35	2.46				
*S100A12*	Mean	1.52	1.59	1.03	1.57	0.76	2.03	n.s.	0.030	0%	22.10%
	SE	0.36	1.43	0.60	1.84	0.35	1.68				
*TMEM52B*	Mean	2.97	2.28	3.08	3.56	5.04	1.79	n.s.	0.043	3.10%	34.97%
	SE	0.67	1.05	1.31	1.10	0.97	1.09				

SINS-high: Piglets with highest SINS-scores (z-scores between − 13.86 and − 5.39); SINS-low: piglets with lowest SINS-scores (z-scores between 4.18 and 12.83). P: significance; DU: offspring of the Duroc boar; PI-: offspring of the unfavourable Pietrain boar; PI+: offspring of the favourable Pietrain boar; SE: Standard error. R^2^: Coefficient of determination. Fold-changes are based on delogarithmised data

**Table 4:** Comparison of significant differentially expressed genes of the present study vs. Ringseis et al. [9]

	SINS Fold	MaxFold	DU vs.	DU low vs.	DU high vs.	DU low vs.	PI + low vs.	PI- low vs.	SINS-low vs.
Gene	Ringseis et al., 2021 [9] (^A^)	this study (abs)^B^	PI^C^	PI low	PI high	DU high	PI + high	PI- high	SINS-high^D^
*ADGRG6*	1.97	2.16	-1.39	1.16	-1.83	1.08	-2.16	-1.61	-1.57
*AKR1C4*	1.49	2.11	1.49	2.11	1.02	1.43	-1.78	-1.16	1.07
*CCL2*	-1.91	2.45	1.13	1.60	-1.81	2.45	-1.34	-1.08	1.27
*CDO1*	-1.77	2.57	-1.21	-1.15	-1.10	-1.49	-1.02	-2.57	-1.48
*CRP*	1.96	4.66	-1.42	1.97	-2.38	1.26	-3.13	-4.66	-2.06
*CYP1A2*	2.78	2.10	1.20	-1.27	1.89	-2.10	1.16	1.11	-1.24
*DGAT2*	1.34	2.19	-1.07	-1.56	1.41	-1.25	2.19	1.39	1.29
*ECHDC1*	1.30	2.90	1.15	1.54	-1.15	1.26	1.02	-2.90	-1.06
*EPB42*	2.25	2.21	-1.27	-1.62	-1.10	1.39	2.21	2.08	1.71
*ESM1*	2.70	2.11	1.36	1.27	1.20	1.58	1.07	2.11	1.59
*GYPA*	2.43	5.35	-1.29	-1.70	-1.39	3.30	3.22	5.35	3.51
*HEMGN*	2.03	3.99	-1.70	-2.39	-1.26	1.61	2.47	3.99	2.30
*INSIG1*	1.64	2.53	1.64	1.10	2.53	-1.68	1.14	1.67	-1.01
*JUN*	-1.58	3.03	-1.13	1.05	-1.09	-1.48	-3.03	1.12	-1.62
*LOC100156587*	1.35	2.07	1.00	-1.24	1.33	-1.68	-2.07	1.82	-1.24
*LOC100518644*	1.44	2.02	-1.07	1.32	-1.52	1.37	-1.09	-2.02	-1.13
*LOC100736962*	2.11	2.53	1.46	2.34	1.18	-1.05	-2.53	-1.66	-1.32
*LOC100737684*	1.43	2.26	-1.63	-2.26	-1.12	-1.84	1.36	-1.06	-1.22
*LOC733635*	2.30	2.07	1.06	-1.43	1.67	-1.53	1.25	2.07	1.10
*MUC13*	-2.02	2.05	-1.36	-1.78	1.00	-1.62	2.05	-1.90	-1.16
*PLN*	-1.52	2.40	-1.03	1.20	-1.25	1.14	1.11	-2.40	-1.12
*RHAG*	1.67	2.30	-1.06	-1.33	1.00	1.66	2.08	2.30	1.93
*SLC16A6*	-1.91	3.11	1.13	-1.91	2.30	-3.11	2.04	-1.22	-1.29
*SLC51B*	-2.28	2.00	-1.01	1.03	1.05	-1.27	1.00	-2.00	-1.25
*SPTA1*	1.46	2.64	-1.40	-1.93	-1.04	1.16	1.84	2.64	1.66
*UQCR10*	-3.02	2.31	-1.99	-2.31	-1.64	-1.32	1.45	-1.08	-1.16

^A^) Fold changes between piglets with low compared to piglets with high SINS scores (Ringseis et al.[9]); ^B^) Maximum of absolute Fold changes, present study; ^C^) Fold change between Duroc and Pietrain progeny, present study; DU: progeny of Duroc boar, this study; PI+: progeny of favourable Pietrain boar, this study; PI-: progeny of unfavourable Pietrain boar, this study; D) Fold changes between piglets with low SINS scores (z-scores between − 13.86 and − 5.39) and piglets with high SINS scores (z-scores between 4.18 and 12.83), this study. Fold-changes are based on delogarithmised data

## Discussion

SINS is a syndrome in pigs characterized by inflammation and necrosis of various parts of the body that can lead to pain, suffering and damage. Various studies showed signs at the base of the tail, tail tip, ears, teats, navel, coronary bands, claws and heels (for review see [6]). The syndrome starts with inflammatory loss of bristles, swelling, and redness. Later, rhagades, exudation, and possibly necrosis occur. The inflammation was shown histopathologically in newborn piglets, suckling piglets, weaners and fattening pigs [3–5]. Severe vasculitis, vascular thrombosis and lymphoplasmacellular inflammation [4] seem to be associated with a shortage of supply of the downstream tissues [1] in the sense of ischaemia with regard to the pigelts’ tails [12, 13].

The basal importance of inflammation was confirmed at various levels of clinical chemistry, metabolic, and transcriptomic findings [9, 11]. Signs of inflammation were found in the liver of affected animals. In three-day-old suckling piglets, mRNA levels of *FGF21*, *HP*, and *IL6* were elevated as a sign of the onset of an acute phase reaction. Increased *ICAM1*, *TNF*, and reduced *IL8* mRNA levels were indicative of stimulation of an inflammatory response. Overall, there was a consistent picture of increased numbers of monocytes and neutrophils, altered blood coagulation in weaners and thrombocytopenia in fatteners, as well as increased acute phase proteins, altered serum metabolites and increased serum liver enzymes [11].

The current study was based on progeny of one Duroc, one SINS-stable and one SINS-labile Pietrain boar mated to Topics-DL (DL: German Landrace) sows. In the comparative study by Ringseis et al. [9] Pietrain boars had been mated to Baden-Wurttemburg Genetics hybrid sows. Despite the different genetics of the tested piglets and the different experimental stalls and husbandry conditions, there was a concordance of 26 differentially expressed genes in both studies (Table 4). Among these genes were *CRP*, *GYPA*, *HEMGN*, *CCL2*, *EPB42* and others.

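Among the 26 genes of Table 4, the erythroid gene RHAG was lower in SINS-high livers across boars. RHAG, a glycoprotein of the erythrocyte membrane, differed by -0.99 over the 18 arrays (standard error 0.21) and by -0.75 over all arrays (standard error 0.22, limma adjusted p = 0.684). DGAT2, an enzyme of triglyceride synthesis, differed by -0.44 (standard error 0.15) and -0.54 (standard error 0.16, limma adjusted p = 0.683). The direction of the SINS difference over all 21 arrays equalled that printed for the earlier study for 14 of the 26 genes across boars (exact binomial test, p = 0.845), and for 15 over the 18 arrays, with the printed folds read as SINS-low over SINS-high after the note of the table; read the other way round, it equalled for 12 across boars. With the note's reading it was equal for 17 in DU (exact binomial test, p = 0.169), 14 in PI+, 17 in PI- and 16 in the Pietrain mean (exact binomial test, p = 0.327). Of the 26 genes, 10 had an unadjusted limma p under 0.05 across boars, 7 of them in the direction of the earlier study by the same reading. The genes were chosen by the paper on these samples, so that the comparison is not independent.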

SINS was associated with elevated serum and liver mRNA levels of C-reactive protein (*CRP*) in recent studies [9, 11]. These results are confirmed by the present study under the conditions of the different husbandry and changed sow genetics, although the association was only significant at the *P* = 0.068 level. 

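CRP was higher in all 7 SINS-high piglets of the Pietrain boars than the SINS-low mean of their boar. The mean log2 difference of CRP was 1.56 over the 18 arrays (exact permutation p = 0.0567) and 1.67 over all arrays (exact permutation p = 0.0229, adjusted over the 13 genes 0.0743). The limma adjusted p over all clusters was 0.615. Other positive acute phase genes had smaller differences, with 0.85 over the 18 arrays and 0.79 over all arrays for C4BPA and 0.35 and 0.36 for ceruloplasmin, CP. Of the 17 measured genes of this list, 12 were higher in the Pietrain mean, with a median of 0.10 (camera adjusted p = 0.115).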

*CRP* was especially up-regulated in the offspring of Pietrain boars under SINS. However, in the Duroc progeny with SINS no significant role to *CRP* could be assigned. 

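In DU offspring the CRP signal was 9.97 ± 0.96 (SD, n = 3) in SINS-low and 9.42 ± 0.45 (SD, n = 3) in SINS-high piglets over the 18 arrays, a log2 difference of -0.55 (exact permutation p = 0.6). Over all arrays, with the left-out DU SINS-low replicates 1 and 2 at 8.63 and 9.27, the SINS-low mean was 9.56 ± 0.91 (SD, n = 5) and the difference was -0.14 (exact permutation p = 0.821). Whether the CRP difference differed between DU and the Pietrain boars was tested with limma and did not pass at an adjusted p under 0.05. Across boars CRP differed by 0.85 over the 18 arrays, with 7 of 10 SINS-high piglets above the SINS-low mean of their boar, and by 1.07 over all arrays (exact permutation p = 0.0478, adjusted over the 13 genes 0.0777), with 8 of 10 above.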

The up-regulation of *CRP* in SINS was confirmed by qPCR, again with a slightly lower P value of 0.06. The P values show a clear trend towards association between *CRP* and SINS, confirming previous studies and the physiological role of *CRP*. Therefore, it seems highly important to consider CRP in the context of SINS. Acute phase proteins are generally part of the systemic acute phase response and components of the innate immune system. The concentration of acute phase proteins in the plasma is altered in animals subjected to challenges such as infection, inflammation, trauma or stress [14]. Their synthesis takes place mainly in the liver under the stimulus of the pro-inflammatory cytokines interleukin 1ß (*IL1β)*, *IL6* and *TNF* [15], which were found elevated in SINS in former studies [9, 11]. Among the acute phase proteins, *CRP* was more informative than *HP* [11]. In some studies, *CRP* was the only clearly increased acute phase protein in serum in pigs [16], sometimes with delay [17]. As an acute-phase serum protein and a mediator of innate immunity, *CRP* binds to microbial polysaccharides and to ligands exposed on damaged cells. Binding of *CRP* to these substrates activates the classical complement pathway leading to their uptake by phagocytic cells [18]. *CRP* is involved in several host defence related functions based on its ability to recognize foreign pathogens and damaged cells of the host and to initiate their elimination by interacting with humoral and cellular effector systems in the blood. Consequently, the level of this protein in plasma increases greatly during acute phase response to tissue injury, infection, or other inflammatory stimuli. It promotes agglutination, bacterial capsular swelling, phagocytosis and complement fixation through its calcium-dependent binding to phosphorylcholine [19]. Elevated levels of serum *CRP* and *CRP* expression agree well with the clinical and histopathological findings of vasculitis, intima proliferation and thrombosis in SINS [3, 4] and support the assumption of SINS as a vascular disease. Elevated *CRP* levels were also described in artherosclerosis [20]. Potentially significant polymorphisms in the 3‘ UTR region of porcine *CRP* had been associated with variation in serum CRP-levels [21, 22]. However, the exact cause of the increased *CRP* values in the present study remains open.

One further interesting differentially expressed candidate gene related to SINS is the phagocytotic proinflammatory protein *S100A12*. This protein was described as a damage-associated molecular pattern [23] because it plays an important role in the context of inflammation, innate immunity and antimicrobial defense [24]. This places *S100A12* among the critical components of the innate immune system. However, it is involved in a complex regulatory system that has not yet been completely deciffered. In a number of gastrointestinal inflammatory diseases, such as necrotizing enteritis, inflammatory bowel disease, Crohn’s disease, irritable bowel syndrome, *S100A12* levels are significantly elevated in affected tissues [25]. Similar results were described with relation to a wide range of inflammatory and infectious diseases of other organ systems [24]. Associations between *S100A12* levels and different disease patterns have also been shown for different diseases in swine [26]. *S100A12* emerged as one of the most conspicuous differentially expressed genes in the present study. There were significant associations between *S100A12* and SINS in the progeny of the Duroc boar and the Pietrain boar classified as unfavourable. However, *S100A12* was down-regulated in the piglets with pronounced SINS findings. 

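S100A12 differed by -1.46 between SINS-high and SINS-low piglets of DU over the 18 arrays (exact permutation p = 0.1, the smallest that 3 against 3 allow) and by -1.17 over all arrays (exact permutation p = 0.0357, adjusted over the 13 genes 0.133). In PI- it differed by -2.03 over the 18 arrays (exact permutation p = 0.0667, the smallest that 2 against 4 allow) and by -1.46 over all arrays (exact permutation p = 0.0286, the smallest that 3 against 4 allow, adjusted 0.186). The S100A12 cluster lies on chromosome 4 of Sscrofa10.2 from 100360042 to 100361478. Its limma adjusted p over all clusters was 0.845 in DU and 1 in PI-, and 0.0791 across boars over the 18 arrays.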

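S100A8 and S100A9, the calprotectin genes of neutrophils, had negative differences as S100A12 had. The differences across boars over the 18 arrays were -0.41 for S100A9, -0.53 for S100A8 and -1.26 for S100A12. Across boars over all arrays, S100A9 differed by -0.37 (standard error 0.09, limma adjusted p = 0.586) and S100A8 by -0.38 (standard error 0.14, limma adjusted p = 0.832), against -0.98 for S100A12 (standard error 0.24, limma adjusted p = 0.539). These were the 3 genes of the neutrophil list that passed when adjusted over the list alone; none passed over all clusters. MPO differed by -0.17 over the 18 arrays (standard error 0.13) and by -0.25 over all arrays (standard error 0.12). Of 12 measured genes of the list, 7 had a negative difference across boars, with a median of -0.07 and a mean of -0.16. The camera adjusted p was 0.0104, which was 0.416 with an estimated correlation, and fry gave 0.363.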

As a possible explanation, Chen et al. [26] state that the overexpression of pro-inflammatory cytokines as a result of *S100A12* action can lead to drastic tissue damage (or even septicaemic shock) and that the expression of *S100A12* is tightly regulated. The authors present findings of negatively regulating elements within the promoter region of *S100A12* [26]. Supplemental to this, Wu et al. [27] show that *S100A12* may even have an inhibitory function in inflammation. They could show that after blockade of *S100A12* the expression of *TNF* and *IL10* even increased and postulated that *S100A12* competes with lipopolysaccharides (LPS) for the binding site at toll-like receptor 4 (TLR4), but activates it more weakly than LPS itself. Thus, LPS signaling at TLR4 might be more inhibited in the SINS-stable pigs of the present study than in the more SINS-sensitive pigs because of higher *S100A12* expression in the former, explaining higher levels of inflammation in the latter. Another explanation for a higher expression of *S100A12* in animals with lower inflammation rates in the current study could be the momentary nature of the study. The starting point for the inflammation in the individuals could not be determined. Chen et al. [26] presented a maximum curve in the progression of *S100A12*, which was followed by a delay of six to twelve hours in different breeds of pigs, so that one breed initially had higher, and later lower, levels than the other. Exact ideas on the course of *S100A12* levels after activation or in the chronic case are not yet available. Taken together, to clear the context of the present findings, several questions regarding gene regulation in *S100A12* in general and specifically in pigs remain to be clarified.

The chemokine *CCL2* was found down-regulated in relation with high SINS scores. It is involved in immunoregulatory and inflammatory processes. 

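CCL2, a chemokine that attracts monocytes, was lower in SINS-high than in SINS-low piglets of DU only by its group means, and close to equal in the offspring of the Pietrain boars. In DU over the 18 arrays its signal was 6.84 ± 0.55 (SD, n = 3) in SINS-low and 5.47 ± 0.44 (SD, n = 3) in SINS-high piglets, a log2 difference of -1.37 (exact permutation p = 0.1). Over all arrays, with the left-out replicates 1 and 2 at 5.46 and 7.30, the SINS-low mean was 6.66 ± 0.80 (SD, n = 5) and the difference -1.18 (exact permutation p = 0.0714, adjusted over the 13 genes 0.133). CCL2 differed by 0.24 in PI+ (exact permutation p = 0.8) and in PI- by 0.12 over the 18 arrays and 0.28 over all arrays (exact permutation p = 0.457), where the left-out PI- SINS-low replicate 1 had 5.53. Across boars the difference was -0.33 over the 18 arrays, with 6 of 10 SINS-high piglets below the SINS-low mean of their boar, and -0.22 over all arrays, with 5 of 10 below. The gene lies on chromosome 12 of Sscrofa10.2 from 38372460 to 38374364.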

*CCL2* displays chemotactic activity for monocytes and basophils [28]. An earlier name for *CCL2* was monocyte chemoattractant protein-1 gene (*MCP1*). It has been implicated in the pathogenesis of diseases characterized by monocytic infiltrates, like psoriasis, rheumatoid arthritis and atherosclerosis [29]. *CCL2* signals through binding and activation of the C-C motif chemokine receptor 2 (CCR2) and induces a strong chemotactic response and mobilization of intracellular calcium ions [30]. *CCL2* seems to be involved in the recruitment of monocytes into the arterial wall during the disease process of human atherosclerosis [31]. As vasculitis and elevated monocyte numbers are typical findings of SINS [4, 9, 11], *CCL2* arises as a strong candidate gene in SINS pathogenesis. Different gene variants (cis or trans) might lead to higher monocyte recruitment rates followed by higher degrees of SINS. It was shown that porcine *CCL2* mechanisms works in the same way than in mouse and human and that porcine monocyte subsets differ in the expression of *CCR2* and in their responsiveness to *CCL2* [32].

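The chemokine CXCL10 had its highest signals in DU SINS-low piglets, 8.01 ± 0.18 (SD, n = 3) over the 18 arrays and 8.05 ± 0.46 (SD, n = 5) over all arrays, against 6.95 ± 1.20 (SD, n = 3) in DU SINS-high piglets. The log2 difference of CXCL10 in DU was -1.06 over the 18 arrays (exact permutation p = 0.1) and -1.10 over all arrays (exact permutation p = 0.0536, adjusted over the 13 genes 0.133). The left-out DU SINS-low replicates 1 and 2 had 7.50 and 8.73. DU SINS-high replicate 2 had 5.57, whereas the other DU SINS-high piglets had 7.66 and 7.64. In PI+ CXCL10 differed by 0.34 (exact permutation p = 0.6) and in PI- by -0.66 over the 18 arrays and -0.61 over all arrays (exact permutation p = 0.171), where PI- SINS-low replicate 1 had 6.82. Between DU and Pietrain offspring its limma adjusted p was 0.269, with the higher level in DU. The gene lies on chromosome 8 of Sscrofa10.2 from 61077900 to 61080208.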

Another chemokine which is differentially expressed in SINS is *CXCL10*, a pro-inflammatory cytokine that is involved in a wide variety of processes such as chemotaxis, differentiation, and activation of peripheral immune cells, regulation of cell growth, apoptosis and modulation of angiostatic effects [33]. Binding of this protein to C-X-C motif chemokine receptor 3 (CXCR3) results in pleiotropic effects, including stimulation of monocytes, natural killer and T-cell migration, and modulation of adhesion molecule expression. Binding of *CXCL10* to the CXCR3 receptor activates T-helper 1 (TH1) lymphocytes and is crucial in directing activated T cells to sites of inflammation. As such, they play an important role in several chronic inflammatory diseases including ulcerative colitis and artherosclerosis [34]. *CXCL10* expression was different in longissimus dorsi muscle of different pig breeds [35]. Again, the exact potential role of *CXCL10* in the pathogenesis of SINS remains to be clarified.

*VEGFA* was found up-regulated by SINS in the present study. It induces proliferation and migration of vascular endothelial cells, and is essential for both physiological and pathological angiogenesis. It induces permeabilization of blood vessels [36]. 

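VEGFA, the vascular endothelial growth factor, was higher in SINS-high than in SINS-low piglets of DU and differed by less than 0.10 in PI+ and PI-. The array holds more than 1 cluster for VEGFA; the brighter of them lies on chromosome 7 of Sscrofa10.2 from 45212174 to 45226773. In DU over the 18 arrays its signal was 8.04 ± 0.51 (SD, n = 3) in SINS-low and 9.30 ± 0.27 (SD, n = 3) in SINS-high piglets, a log2 difference of 1.26 (standard error 0.24, limma adjusted p = 0.0378). Over all arrays, with the left-out DU SINS-low replicates 1 and 2 at 8.94 and 9.02, the VEGFA SINS-low mean was 8.41 ± 0.63 (SD, n = 5) and the difference 0.89 (exact permutation p = 0.0536, adjusted over the 13 genes 0.133; limma adjusted p = 0.845). VEGFA differed by 0.09 in PI+ (exact permutation p = 0.4) and in PI- by -0.07 over the 18 arrays and -0.01 over all arrays (exact permutation p = 1), where PI- SINS-low replicate 1 had 9.18. Across boars it differed by 0.43 over the 18 arrays and by 0.32 over all arrays. Table 2 gives the levels of the dimmer VEGFA cluster, from 45063966 to 45064037.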

Disruption of this gene in mice and humans results in pathogenic stati. Allelic variants of this gene have been associated with microvascular complications of diabetes 1 (MVCD1) and atherosclerosis. Alternatively, spliced transcript variants encoding different isoforms have been described. There is also evidence for alternative translation initiation from upstream non-AUG (CUG) codons resulting in additional isoforms. A recent study showed that a C-terminally extended isoform is produced by use of an alternative in-frame translation termination codon via a stop codon readthrough mechanism, and that this isoform is antiangiogenic. Increasing levels of *VEGF* during infection can promote inflammation by facilitating recruitment of inflammatory cells together with angiotensin-converting enzyme 2 (ACE2). *VEGFA* is also expressed as a result of hypoxia [37], which is thought to be a central element in the pathogenesis of SINS in piglets [1, 4, 13]. Increased angiogenesis has been shown by histopathology (Wenisch, pers. communication). *VEGF* plays a pivotal role in angiogenesis in ovaries, particularly during follicular development and ovulation. Interleukin-6 (IL6) is one of the major pro-inflammatory factors that are involved in the angiogenesis process physiologically and pathologically and the high level of prostaglandin E2 (PGE2) causes an inflammatory-like microenvironment before ovulation. This response seems to be involved in fertility in swine [38] and might be a reason for the selection towards certain *VEGFA* variants, eventually with consequences for their reactivity in angiogenesis. Further studies are needed to understand the exact context of this possible relation.

GYPA is a sialoglycoprotein and the major intrinsic membrane protein of the human erythrocyte membrane. The N-terminal glycosylated segment, which lies outside the erythrocyte membrane, has MN-blood group receptors. It appears to be important for the function of *SLC4A1* and it is a receptor for influenza virus and other pathogens [39]. *GYPA* was increased in expression independent of breed as well as in the Pietrain breed by 4-fold, and in DU by 2.5-fold in the SINS-stable piglets compared with the expression of the SINS-sensitive piglets. The pronounced differential expression was striking. Nevertheless, it remains unclear what role these differences might play with respect to sensitivity to SINS. The relation between *GYPA* and *SLC4A1* becomes also visible in the present study. We found higher levels of expression in Pietrain offspring than in offspring of the DU boar, but a down-regulation in SINS. 

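SLC4A1, the anion exchanger band 3 of the erythrocyte membrane, was lower in SINS-high than in SINS-low piglets, most of all in the offspring of the Pietrain boars. In PI+ its signal was 7.73 ± 0.77 (SD, n = 3) in SINS-low and 6.49 ± 0.59 (SD, n = 3) in SINS-high piglets. In PI- over the 18 arrays it was 8.29 ± 1.03 (SD, n = 2) and 6.30 ± 0.60 (SD, n = 4), and with the left-out PI- SINS-low replicate 1, at 6.35, the SINS-low mean was 7.64 ± 1.34 (SD, n = 3). In the Pietrain mean SLC4A1 differed by -1.62 over the 18 arrays (exact permutation p = 0.00333) and by -1.29 over all arrays (exact permutation p = 0.0129, adjusted over the 13 genes 0.0557). In DU it differed by -0.51 over the 18 arrays and by -0.38 over all arrays (exact permutation p = 0.304), with the left-out DU SINS-low replicates 1 and 2 at 6.31 and 7.15. Between DU and Pietrain offspring SLC4A1 differed by -0.40 over the 18 arrays (standard error 0.26, limma adjusted p = 0.507) and by -0.30 over all arrays (standard error 0.28, limma adjusted p = 0.764). It lies on chromosome 12 of Sscrofa10.2 from 16859433 to 16871908.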

*SLC4A1* [40] is also involved in the membrane of the erythrocyte and can be responsible for genetic erythrocyte disorders. 

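EPB42, the erythrocyte membrane protein band 4.2, lies on chromosome 1 of Sscrofa10.2 from 134383649 to 134404828. Across boars EPB42 differed by -0.81 over the 18 arrays (standard error 0.21, limma adjusted p = 0.279) and by -0.76 over all arrays (standard error 0.19, limma adjusted p = 0.563). In the Pietrain mean it differed by -1.01 over the 18 arrays and by -0.91 over all arrays (exact permutation p = 0.00143, the smallest these groups allow; adjusted over the 13 genes 0.0186). In PI- EPB42 differed by -0.92 over the 18 arrays and by -0.71 over all arrays (exact permutation p = 0.0286), where the left-out PI- SINS-low replicate 1 had 6.27. In DU the differences were -0.42 and -0.46 (exact permutation p = 0.107 over all arrays), with the left-out DU SINS-low replicates 1 and 2 at 5.99 and 6.43.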

A third blood group protein in swine is *EPB42* [41] and like *GYPA* it was found down-regulated in piglets with high SINS scores. The surprisingly clear involvement of erythrocyte antigens and genes involved in their metabolism, together with the appearance of the typical SINS-signs in the area of the acras, raises the suspicion of an increased susceptibility of the erythrocytes in the affected animals to cold agglutinins. Warm-, cold-, or mixed-reactive antibody types that are directed against antigens on the red blood cell (RBC) surface can lead to hemolytic anemia in humans [42]. The autoantibodies may be idiopathic or related to an underlying condition such as infection, malignancy, or immune disease. In pigs, cold agglutinins have been described in association with inflammation of the ears in *Mycoplasma suis* infections [43] (which were excluded for the present study). Signs of haemolytic anaemia have not yet been observed in connection with SINS. However, it is possible that inflammation- or infection-associated antibodies may contribute to the described vasculitis and thrombosis via interaction with erythrocyte epitopes without causing measureable haemolytic anaemia. However, the above-mentioned context should be a reason for further research.

Finally, the *LIPK* and *LIPN* [44] genes should be mentioned, whose products are involved as lipases in the lipid metabolism of keratinocytes and as such are responsible for stable keratinisation of the epidermis. Both were down-regulated in piglets with a high SINS score. This could speak for an additional weakening influence on the stability of the epidermis, in line with the assumption that under SINS a higher susceptibility of the exposed tissues to environmental conditions, such as unfavourable floor conditions, arises [4].

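LIPK and LIPN, lipases of the epidermis, are neighbours on chromosome 14 of Sscrofa10.2; the array's LIPK cluster runs from 105557660 to 105577813, and LOC100156277, which stands for LIPN, from 105593036 to 105608751. LIPK was lower in SINS-high piglets of DU and PI- by group means. In DU it differed by -1.91 over the 18 arrays (exact permutation p = 0.1) and by -1.39 over all arrays (exact permutation p = 0.107), where the left-out DU SINS-low replicates 1 and 2 had 6.45 and 8.37. In PI- LIPK differed by -1.57 and -1.14 (exact permutation p = 0.257 over all arrays), where the left-out array had 7.17, and in PI+ by -0.27 (exact permutation p = 0.8). LOC100156277 differed across boars by -1.02 over the 18 arrays (exact permutation p = 0.0373) and by -0.81 over all arrays (exact permutation p = 0.0605, adjusted over the 13 genes 0.083), with 9 of 10 SINS-high piglets below the SINS-low mean of their boar; its left-out arrays had 5.05, 6.24 and 4.90. LIPK differed across boars by -1.25 over the 18 arrays (exact permutation p = 0.032) and by -0.93 over all arrays (exact permutation p = 0.0656). PI- SINS-low replicate 2, with a LOC100156277 signal of 8.26, lay above all other piglets, which reached 6.48. Of 10 measured genes of epidermal keratinisation and epidermal lipases, 5 were lower and 5 higher across boars (camera adjusted p = 0.925).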

Limitations of the study arise from the fact that the generally useful consideration of the significance level after multiple testing was not included in the present study. This approach is not uncommon for hybridisation-based transcriptome analyses (e.g [9, 47–49]), which are basically only of a screening nature. If the number of replicates is very small due to the experimental design, it will hardly be possible to detect effects after significance correction due to multiple testing. Therefore, qPCR validations were performed to corroborate the screening results and associate them with clinical features. In this way, indications of candidate genes were obtained that are in a homologous-physiological association with the SINS clinic.

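The smallest limma adjusted p over the 18 arrays was 0.000955 between DU and Pietrain offspring, and 0.0483 for SINS across boars, 0.0709 in the Pietrain mean, 0.000827 in DU, 0.132 in PI+ and 0.0882 in PI-. Over all 21 arrays it was 0.00266 between DU and Pietrain offspring, and 0.457 for SINS across boars, 0.0766 in the Pietrain mean, 0.0583 in DU, 0.203 in PI+ and 1 in PI-. Between PI- and DU offspring 21 clusters passed over the 18 arrays (8 higher and 13 lower in PI-) and 19 over all arrays (9 and 10), among them CCDC170, 1.17 and 1.04 higher in PI- (limma adjusted p = 0.000296 and 0.00515), and B2M. Between PI+ and DU 1 passed over the 18 arrays and none over all arrays, against 1091 at an unadjusted p under 0.05, and between PI+ and PI- none in either set, against 1065 over all arrays. Of 100 clusters changed by a log2 difference of 2 in the simulated data of this design, limma recovered 97% in DU, 92% in PI+, 99% in PI- and 99% across boars after adjustment. Another 100 were changed by 1 in the same data, and the noise was independent between clusters.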

## Conclusion

The present study highlights the inflammatory nature of SINS. It confirms the importance of genes of inflammation and defence, such as *CRP* in the SINS process and adds a whole series of further candidate genes such as *S100A12*, *GYPA*, *LIPK*. In addition, there are indications of a possible disturbance of the keratin metabolism in sensitive and affected animals. The detection of these gene products could be used for the diagnosis of SINS in the future. In addition, the genes provide valuable starting points for a comprehensive elucidation of the pathogenesis and for combating the syndrome, thus improving animal welfare.

## Methods

### Study design

The animal experiment was carried out in the conventional pig breeding stables of the Oberer Hardthof teaching and research station at Justus-Liebig University Giessen under the approval of the responsible animal welfare office of the Justus-Liebig-University in Giessen, Germany (file number 708_M). All methods were carried out in accordance with relevant guidelines and regulations. The approval involved a protocol including the research question, key design features, and analysis plan which was prepared before the study.

Sows and suckling piglets were kept in 4.8 m^2^ farrowing pens with a plastic slatted floor. The sows were fixed in a farrowing crate with a flat surface. The sow´s floor was a slatted cast iron floor. The feed was offered via a spotmix feeder in the trough. Nipple drinkers and mother-child basin drinkers ensured the water supply for the animals.

The feed for nursing sows consisted of wheat (36.5%), barley (31.0%), HP soybean extraction meal (15%), beer yeast (2.0%), fiber mix (7.5%, Ingredients: wheat bran, beet molasses pulp, sunflower seed extraction meal, oat hulling bran, lignocellulose, lucerne flour, malt culms, beet molasses), a mineral feed mixture (3.5%; 5% lysine, 2,3% methionine and cysteine, 2.5% threonine, 0,2% thryptophane, 19% calcium, 4.5% phosphorus, 5.3% sodium), an energy mix (0.4%) a herbal mix (0.5%, inter alia 15% fenugreek seed, 5% milk thistle seed, apple pomace, oyster shell lime, carrots, malt culms, yeast) and an acid mix (0.4%). The energy content of the lactation diet was calculated to 12.45 MJ ME/kg and the crude protein was 16.5%.

The sow herd (Topigs x German landrace) was artificially inseminated with three extreme boars based on the study by Kühling et al. [5]. Boars were used pairwise as mixed semen to have piglets from two different boars present in each litter at the same time. The design was applied to (i) limit the number of litters and experimental animals, (ii) to minimise environmental effects, (iii) to increase genetic variability within the piglets, (iv) to increase the sow-boar combinations and (v) to nevertheless achieve a manageable number of piglets.

The three boars were a Duroc boar (DU) and two extreme Pietrain boars (PI + and PI-) who’s progeny had SINS scores of 10.4 (Confidence interval: 9.3–11.6), 12.7 (CI: 12.1–13.2), and 13.8 (CI: 13.2–14.4), respectively. These boars were selected to achieve segregation of favourable and unfavourable gene variants in the progeny. All sows were used only once. They were inseminated with mixed semen from two boars, so that piglets of the Pietrain boar classified as unfavourable (PI-) occurred in one litter together with piglets of the Duroc boar (DU) (in 13 litters) or together with piglets of the Pietrain boar classified as favourable with respect to SINS (PI+) (in 14 litters). This was done to minimise the environmental effects on the SINS-outcome of the piglets. Thus, 27 sows produced 27 litters. 236 piglets were available, as long as they did not have any anatomical aberrations. Their SINS phenotypes were recorded on their third day of life. The piglets’ father was detected by paternity testing after phenotyping [45]. The results of paternity testing revealed 14 mixed litters (from 14 sows) with 77 piglets from the favourable Pietrain boar and 39 piglets from the unfavourable Pietrain boar, as well as 13 mixed litters from 13 sows with 48 piglets from the Duroc boar and 70 piglets from the unfavourable Pietrain boar. On average, 8.4 healthy piglets per litter with at least one piglet per inseminated boar were sampled.

### Sample collection

The piglets were anaesthetized intramuscularly with a mixture of 40 mg/kg ketamine (Ursotamin^®^ 10%, Serumwerk Bernburg AG, Bernburg, Germany) and 4 mg/mL azaperone (Stresnil^®^, Elanco, Indianapolis, IN, USA). The animals were euthanized with an intracardiac injection of 45 mg/kg pentobarbital sodium (Release^®^ 500 mg/mL, WDT Eg, Garbsen, Germany). Death was determined by auscultation of the heart with a stethoscope (double-headed stethoscope, Henry Schein GmbH, Melville, NY, USA), the absence of spontaneous respiration, and by testing the eyelid closure, cornea, nasal septum and interclaw reflexes.

The animals were placed on a stainless steel table (work table type KST-041, R&S Edelstahl und Technik GmbH, Hamm, Germany) with an absorbent pad (sick pad, Henry Schein GmbH, Melville, NY, USA). After death, the abdominal cavity of the animals was opened along the linea alba with a scalpel blade (Aesculap^®^ BB522, B. Braun AG, Melsungen, Germany). Approximately 1 g of material was removed from the liver at the lobus sinister medialis. Aliquots of the liver were excised, washed in sterile ice-cold NaCl solution (0.9%) and collected in microcentrifuge tubes (Sarstedt, Nümbrecht, Germany). The liver samples were immediately snap-frozen in liquid nitrogen and stored at -80 °C, until pending RNA extraction.

**Table 5:**
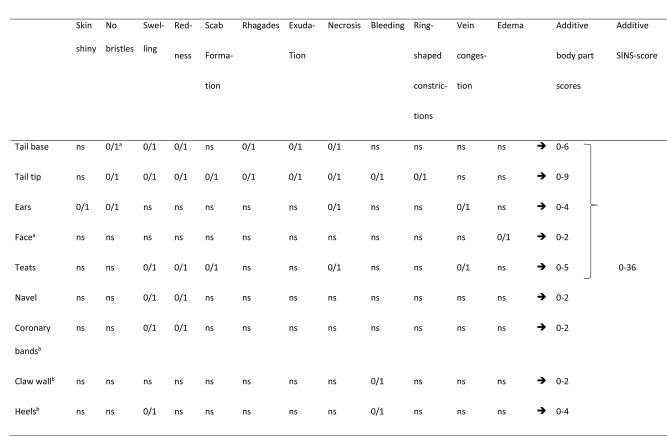
Overview of the collected individual phenotypic characteristics and scores

### Paternity testing

Genetic matches between offspring and boars were used in paternity testing. DNA was extracted from the piglets’ docked tails by using the smart DNA prep (m) kit (Analytik Jena, Jena, Germany) [45]. Samples were genotyped with 14 microsatellites in two multiplex PCRs and microsatellite alleles were determined by capillary gel-electrophoresis (ABI PRISM^®^ 310 Genetic Analyzer, Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA).

### Clinical scoring

Inflammation and necrosis were clinically assessed as the major outcome measures (described by Reiner et al. [2]). The third day of life was chosen to ensure comparability with other studies and to minimize environmental effects. Clinical signs were clearly visible during this period in all previous studies, and the piglets were not yet as much exposed to environmental effects like weaners and fatteners. Clinical signs were recorded using a digital camera to minimize the animal load (Canon EOS DC 8.1 V, Canon, Krefeld, Germany) according to a standardized scheme for later detailed evaluation of the images (Windows Media Player, Version 12, Microsoft GmbH, Germany).

Clinical alterations in the tail base and tail tip, the ears, the teats and navel, coronary bands, wall horn, heels and sole of the feet as well as the face were assessed individually. Clinical characteristics were considered and scored 0, if the sign was absent or 1 if the sign was visible (Table 5). The tail base and tail tip were independently scored for loss of bristles, swelling, redness, scab formation (tail tip only), rhagades, exudation, necrosis, bleeding (tail tip only), and ring-shaped constrictions (tail tip only). Ears were scored for a shiny skin, the loss of bristles, necrosis and congested ear veins. The face was scored for the absence or presence of edema at the eye lids and nose back. Teats were scored for swelling, reddening, scab formation, necrosis and congested blood vessels. The navel was scored for signs of inflammation in the form of redness or swelling. Claws were scored qualitatively for any signs of inflammation at the coronary bands (swelling, redness or exudation), wall bleeding, as well as swelling and bleeding of the heels.

All binary signs were summed up to give an additive body part score (Table 5). Scores could reach 2 to 9 points. All scores were summed up for the SINS score in an unweighted manner. This resulted in possible SINS scores between 0 and 36 for each piglet. All scores were assigned by two experienced persons together. An overview on the evaluated phenotypes is given in Table 5. It was not possible to assign the piglets to their fathers at the time of clinical scoring because mixed semen was used and no paternity test was available at that time.

### Transcriptomics

#### Selection of piglets for transcriptomics

After paternity of the piglets had been determined and the SINS values calculated, the four offspring with the lowest (SINS-low) and four offspring with the highest (SINS-high) SINS values were selected from the DU, PI + and PI boar offspring for the comparative gene expression study. Together, liver samples from 24 piglets were used. The piglets were the experimental unit. They were three days old and 59% were female, 41% were male. The piglets weighed 1.35 ± 0.4 kg at birth.

#### RNA purification

Total RNA was extracted from 20 mg of porcine liver tissue according to the “Purification of total RNA from animal and human tissue” protocol of the RNeasy Micro Kit (QIAGEN, Hilden, Germany).

In brief, the tissue was stabilized in RNAlater-ICE reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and shipped on dry ice. After removing the RNAlater-ICE, the tissue was disrupted and homogenized in 350 µl RLT buffer containing 1% beta-mercaptoethanol with Precellys CK14 ceramic beads (1 cycle of 20 s at 5000 rpm for the liver samples and two cycles of 20 s at 6500 rpm for the tail-base samples) using a Precellys 24 Homogenisator (Bertin Corp., Rockville, MD, USA). Next the sample was centrifuged for three min at full speed and 350 µl of the cleared supernatant was transferred to a new tube. One volume of 70% ethanol was added and the sample was applied to a RNeasy MinElute spin column followed by an on-column DNase digestion and several wash steps. Finally, total RNA was eluted in 14 µl of nuclease free water. Purity and integrity of the RNA was assessed on the Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip reagent set (Agilent, Palo Alto, CA, USA). The average RNA concentration and RNA integrity number (RIN) of all total RNA samples (*n* = 18, means ± SD) was 454 ± 34 ng/µL and 8.0 ± 0.6, respectively.

#### GeneChip microarray assay

Sample preparation for microarray hybridization was carried out as described in the GeneChip Whole Transcript (WT) PLUS Reagent Kit User Guide (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA).

In brief, 300 ng of total RNA was used to generate double-stranded cDNA. 12 µg of subsequently synthesized cRNA were purified and reverse transcribed into single-stranded (ss) cDNA, whereat unnatural dUTP residues were incorporated. Purified ss cDNA was fragmented using a combination of uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1) followed by a terminal labeling with biotin. 3,8 µg of fragmented and labeled ss cDNA were hybridized to Applied Biosystems GeneChip Porcine Gene 1.0 ST arrays which covers 19,212 genes represented by 394,580 probes, for 16 h at 45° C and 60 rpm in an Applied Biosystems GeneChip hybridization oven 640. Hybridized arrays were washed and stained in an Applied Biosystems GeneChip Fluidics Station FS450, and the fluorescent signals were measured with an Applied Biosystems GeneChip Scanner 3000 7G System. Fluidics and scan functions were controlled by the Applied Biosystems GeneChip Command Console v5.0 software.

Sample processing and Affymetrix microarray hybridization were carried out at the Genomics Core Unit: Center of Excellence for Fluorescent Bioanalytics (KFB, University of Regensburg, Germany).

#### Microarray data analysis

Summarized probe set signals in log2 scale were calculated by using the RMA algorithm [46] with the Applied Biosystems GeneChip Expression Console v1.4 Software and exported into Microsoft Excel. The Microarray study was MIAME compliant.

Following scanning of the processed GeneChips, cell intensity files, which provided a single intensity value for each probe cell, were generated from the image data using the Command Console software (Affymetrix). Correction of background and normalization of probe cell intensity data was carried out using the Robust Multichip Analysis (RMA) algorithm with the Expression Console software (Affymetrix). RMA algorithm is a log scale multi-chip analysis approach fitting a robust linear model at the probe level to minimize the effect of probe-specific affinity differences. Expression levels of transcripts are measured using log transformed perfect match values, after carrying out a global background adjustment and across microarray normalization. Annotation of microarrays was performed with the NetAffx annotation file “Porcine Annotations, CSV format, Release 36 (6.4 MB, 4/13/16)”. The reference genome used was Sus scrofa 11.1.

After quality control three to five offspring with particularly low (SINS-low) and with particularly high (SINS-high) SINS scores, each from the DU, the PI + and the PI- boar offspring could be further analysed. The exact numbers were: 5 DU-low, 3 DU-high, 3 PI+-low, 3 PI+-high, 3 PI—low, 4 PI—high. Together, liver samples from 21 piglets were used in the end.

Transcriptomic data as such generally suggest moderate differences rather than targeted single gene setups. They were therefore used in the present study in the sense of a screening for possibly involved genes. In order to discover genes differentially regulated in connection with SINS, fold changes <-2 and > 2 were used with *P* ≤ 0.05 in the unpaired Student’s t-test (two-tailed distribution, two-sample equal variance). Some further genes within *P* ≤ 0.1 were considered as tending to be significant. Identical or similar filter criteria were also applied in several recent studies [9, 47–49], in which treatment-induced changes of the transcriptome were only moderate and the application of more stringent filter criteria (e.g., false discovery rate and/or FC > 2.0 or <-2.0) failed to filter a substantial number of genes being sufficient to perform gene set enrichment analysis (GSEA). That is why qPCR validations were carried out to corroborate the screening results and associate them with the clinical features. The genes identified in this way can be analysed specifically in further targeted studies without the background of an entire transcriptome. Differentially expressed transcripts were processed using the freely available DAVID 6.8 bioinformatic resource [50] (https://david.ncifcrf.gov/) to identify enriched Gene Ontology (GO) biological process terms Biological process terms were considered as enriched if *p* < 0.05. This was carried out separately for the up- and down-regulated transcripts with regard to SINS and for up- or down-regulation in Duroc vs. Pietrain offspring, respectively, for easier interpretation of data. According to this approach, biological processes identified as enriched within up-regulated and down-regulated genes are assumed to be activated and inhibited, respectively.

#### Candidate gene prediction

Information on transcriptomic candidate genes was obtained with GeneCards [51, 52] (https://www.genecards.org/) a human gene data base. This program was used to detect genes involved in inflammation, vasculitis and necrosis. Genes were displayed in order of the Gene Card Score, where best fitting genes obtain the highest order.

Validation of microarray data using qPCR analysis.

For validation of transcriptomics by quantitative PCR (qPCR), 21 mRNA preparations were available from progeny of Duroc, Pietrain boar classified as favourable, and Pietrain boar classified as unfavourable, with the lowest and highest SINS scores, respectively.

The cDNA was synthesised with the High Capacity cDNA Reverse Transcriptase Kit (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) using a Biometra T personal 48 Thermocycler (Biometra, Analytik Jena, Jena, Germany).

For seven target genes (*GYPA*, *VEGFA*, *CCL2*, *CRP*, *IGSF5*, *TMEM52B*, *S100A12*) and one housekeeping gene (*GAPDH*), gene-specific primer pairs were generated using Primer3 [53] and Basic Local Alignment Search Tool (BLAST) (Table 6). To avoid contamination with genomic DNA (gDNA), the primers span an exon-exon junction when possible. During primer validation, the primer concentration was optimally adjusted and the existence of possible primer dimers was excluded by melt curve analysis. The assay efficiency was calculated by running a 5-point standard curve, in a duplicate approach, using 10-fold dilutions.

The qPCR was performed on a QuantStudio 3 (Applied Biosystems, ThermoFisher Scientific, Waltham, MA, USA) using the PowerUp SYBR Green Master Mix (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) Conditions: see Table 7.

The CT values were normalised analogously to the method of Pfaffl [54] using the housekeeping gene *GAPDH* and were corrected for the real-time PCR efficiency of the respective target genes. Since no explicit control was available in the present study, the overall mean of the CT values of all animals was used as the control value for the respective gene. Subsequently, the deviations of the CT values of the individual animals from the overall mean were exponentiated with the amplification factor and the effects of breed and SINS status on the result were analysed.

### Statistical analysis

Standard statistical analysis was done with IBM-SPSS, version 27 (IBM, Munich, Germany). Frequencies of binary data were calculated as means. Clinical scores for body parts and SINS are known to be normally distributed [2, 6]. They were z-transformed before analysis. Effects of Boar and SINS, including coefficients of determination for the metric distributed scores were calculated with two-factorial analysis of variance. Associations between gene expression data and SINS (low vs. high) respectively boar (DU vs. PI + vs. PI-) effects were calculated with Student’s T-test. SINS-low and SINS-high were defined as z-transformed values from − 13.86 to -5.39 and from 4.18 to 12.83, respectively. ‘The data for the 21 piglets were available as log2 values. They were delogarithmised and the fold changes between the groups (SINS, boar) shown in the tables and figures are based on these delogarithmised data.’To estimate the effects of SINS and boar on the qPCR results, a two-factorial analysis of variance was applied to the Fold-changes (e.g. SINS-low vs. SINS-high, DU-boar vs PI-boars etc.).

**Table 6:** Primers and PCR conditions for qPCR analysis

Genes	Forward-Primer	Reverse-Primer	Length (bp)	Annealing temperature (°C)	GC-content forward/ reverse (%)
*GYPA*	TTTTTGCAGTGATGGCTGGC	GGCACAGGCAAAGGTTTCTTT	88	60	50/47
*VEGFA*	CTTGCCTTGCTGCTCTACCT	TCCATGAACTTCACCACTTCGT	98	60	55/45
*CCL2*	TGCCCAGCCAGATGCAATTA	CCGCTGCATCGAGATCTTCT	76	60	50/55
*CRP*	CTGTCTATGCTGGTGGGACC	GCTTGACATACACCTCGCCA	87	60	60/55
*IGSF5*	CACAACTTCTCTGCCTCCGA	GCGGTGATCCAGTCCCTG	88	60	55/66
*TMEM52B*	TTCATCCAGCTTCCTTGGGC	CAGGCCACACAGCAGAAGTA	135	60	55/55
*S100A12*	GCCCAACACCCTCAAGAACA	CAGCACATCAGTCACCAGGA	124	60	55/55
*GAPDH*	CACCATCTTCCAGGAGCGAG	GCCTTCTCCATGGTCGTGAA	102	60	60/55

**Table 7:** Thermal cycling conditions: fast cycling (for Applied Biosystems QuantStudio instruments and primer tm ≥ 60 °C)

Step	Temperature (°C)	Time (in sec)	Cycles
*UDG activation*	50	120	Hold
*Polymerase activation*	95	120	Hold
*Denaturation*	95	1	40
*Annealing/extension*	60	30	
*Melt curve stage*			Ramp rate
*Step 1*	95	15	1.6 °C/sec
*Step 2*	60	60	1.6 °C/sec
*Step 3*	95	15	0.15 °C/sec

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [55, 56] and are accessible through GEO Series accession number GSE243954 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243954).

## Abbreviations

ACE2: Angiotensin-Converting Enzyme 2
ALAS1: 5’-Aminolevulinate Synthase 1
ASAH2: N-Acylsphingosine Amidohydrolase 2
CCL2: C-C Motif Chemokine Ligand 2
CCR2: C-C Motif Chemokine Receptor 2
CRP: C-reactive protein
CXCL10: C-X-C Motif Chemokine 10
CXCR3: C-X-C Motif Chemokine Receptor 3
CYP2C42: Cytochrom p450 c42
CYP2C49: Cytochrom p450 c49
DL: German Landrace
DU: Duroc
EPB42: Erythrocyte Membrane Protein Band 4.2
FMO5: Dimethylaniline Monooxygenase 5
GYPA: Glycophorin A
HEMGN: Hemogen
HP: Haptoglobin
ICAM1: Intercellular Adhesion Molecule 1
IGSF5: Immunoglobulin Superfamily Members 5
IL10: Interleukin 10
IL1ß: Interleukin 1ß
IL6: Interleukin 6
IL8: Interleukin 8
ISG12: Interferon Stimulated Gene 12
JUN: Jun Proto-Oncogene
LIPK: Lipase K
LIPN: Lipase N
LPS: Lipopolysaccharides
MCP1: Monocyte Chemoattractant Protein-1
MVCD1: Microvascular Complications of Diabetes 1
MX1: MX Dynamin like GTPase 1
PGE2: Prostaglandin E2
PI: Pietrain
PI: SINS-Susceptible Pietrain
PI+: SINS-Resistant Pietrain
RBC: Red Blood Cell
RDH16: Retinol Dehydrogenase 16
S100A12: S100 Calcium Binding Protein A12
SINS: Swine Inflammation and Necrosis Syndrome
SLA: Swine Lymphocyte Antigen
SLC16A6: Solute Carrier Family 16 Member 6
SLC38A1: Solute Carrier Family 38 Member 1
SLC4A1: Solute Carrier Family 4 Member 1
SOD1: Sodiumoxid Dismutase 1
TH1: T-helper 1
TLR4: Toll-Like Receptor 4
TMEM52B: Transmembrane Protein 52B
TNF: Tumor Necrosis Factor
VEGFA: Vascular Endothelial Growth Factor A

How the deposited data were processed for this re-analysis (not part of the article)

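Liver RNA of 21 piglets, 3 days old, was measured on GeneChip Porcine Gene ST arrays, 1 array per piglet. The authors summarized the probe signals to log2 values with RMA in Expression Console, for which their methods give version 1.4. The deposited table holds these log2 signals for 25388 transcript clusters, of which 14430 carry a gene symbol. From the mean log2 signals of each boar the authors made the deposited log ratio, as SINS-high minus SINS-low, and the deposited fold change, as 2 to the power of this difference. The deposited p-values of each boar were made by the authors on the log2 signals; recomputed from them, those of DU equal a one-sided t-test with equal variance. These ratio and p-value columns were only compared with recomputed ones. The log2 values were used as deposited, with no further normalization or filter; delogarithmised values were computed from them. Another deposited table holds the same log2 values rounded to 2 decimals and served only as a check. An array gives no counts, so the number of arrays limits the precision. The array medians lay between 6.39 and 6.57.

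The groups follow the sample labels: DU SINS-low (5), DU SINS-high (3), PI+ SINS-low (3), PI+ SINS-high (3), PI- SINS-low (3) and PI- SINS-high (4). With limma 3.58.1 in R 4.3.3, a model with these 6 groups was fitted to all clusters, with empirical Bayes moderation, and contrasts were taken within each boar, over the Pietrain boars, across boars, between boars, and between the within-boar differences. P-values were adjusted after Benjamini and Hochberg over 25388 clusters, and clusters were called at an adjusted p under 0.05. The threshold of the methods, a fold of 2 with an unadjusted p of 0.05, was counted with the limma p-values.

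Named genes were the 10 clusters per direction and comparison with the largest differences among those past an unadjusted threshold, with, within a boar, arrays that do not overlap, the clusters with an adjusted p under 0.05 (at most 10 per comparison), the members of smallest p of each described list, and every gene that the paper names, whose values in the paper had been seen before. Gene lists of liver functions, cell types and the paper's pathways with at least 3 measured members were tested with camera, with its preset and with an estimated correlation, and with fry, adjusted over 27 lists. Exact two-sided permutation tests within boars were run for 13 genes and adjusted over them.

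Alternatives were the methods' t-test, on log2 and delogarithmised values, fits of the compared groups only, the replicate number or the number that ends the label as a random block (statmod 1.5.0), median centring, quantile normalization, a filter on dim clusters (log2 of at least 5 in at least 3 arrays), array weights, trend and robust moderation, 1 cluster per symbol, the erythroid mean as a covariate, equal weights for the Pietrain arrays, and leaving out each piglet. The fit over 18 arrays, GO terms as lists, camera over the 18 arrays and the permutation of list means were added after the values were seen. Up to 100 regroupings of the piglets were fitted per comparison. The fit was tested on simulated data with 100 clusters changed by a log2 difference of 1 and another 100 by 2, with noise independent between clusters. Results of some single genes are not reported here. Sex was not used as a covariate, since the array table has no named Y-linked cluster. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.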

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

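Chosen only after results were seen were the 2 tests of the erythroid paragraph, which were set when the signals of HBB and ALAS2, 2 members of the list, were known, and the fit over the 18 arrays; the patterns that the last 3 paragraphs weigh were picked from the paper and the data.

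In 80 groups of 4 or 5 arrays tested, 5 arrays lay far from the others of their group by Dixon's ratio of the gap to the range, which picks about 1 in 20 groups by chance. CRP in PI- SINS-high replicate 2 was 12.45, whereas the others lay between 8.74 and 9.07 (ratio 0.912). IGSF5 in PI- SINS-high replicate 1 was 8.73, with the others between 7.45 and 7.59 (ratio 0.892). S100A12 in DU SINS-low replicate 5 was 8.35, with the others between 6.40 and 6.84 (ratio 0.777). The mean of the lymphocyte and plasma cell list in DU SINS-low replicate 3 was 5.87, with the others between 5.61 and 5.67 (ratio 0.788). The mean of the hypoxia list in PI- SINS-high replicate 2 was 7.82, with the others between 7.50 and 7.54 (ratio 0.873).

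The SINS difference itself differed between DU and PI+ in 4 genes by a limma test of the difference: by 3.66 for ASAH2, -1.76 for SLA-DQA1, -2.66 for SLA-DRA and 1.34 for LOC100510957 (over the 18 arrays, where 27 clusters passed, by 3.50, -1.72, -2.45 and 1.39). For ASAH2 the joint test over the 3 boars had an adjusted p of 0.0298; the call was lost over the 18 arrays, with the replicate number as a block, with the methods' t-test and without any 1 of DU SINS-low replicates 2, 3 and 5 or of the 3 DU SINS-high piglets, among others. Over the MHC list the median of this difference was -0.824 (camera adjusted p = 1.72e-11; fry adjusted p = 0.00204).

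Between DU and Pietrain offspring, 12 named genes with a limma adjusted p under 0.05 are not named by the paper, among them LPAR3, NME6 and EPCAM.

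Erythroid transcripts were lower in SINS-high livers across boars. A smaller share of erythroid cells in these samples is a candidate explanation: the 23 members of the list that the paper does not name differed by -0.239 across boars (exact permutation p = 0.000128). Label numbers, which may stand for litters, cannot be told apart from SINS here: in the only number with both levels, 1 SINS-high piglet differed by -0.162 from 1 SINS-low piglet in the list mean, less than the spread of 0.243 within groups. The highest list means, 7.68 in PI- SINS-low replicate 2 and 7.46 in PI+ SINS-low replicate 1, share a number with the other PI+ SINS-low piglets, which both had 6.99. The other PI- SINS-low piglets had 6.72 and 7.06. Without PI- SINS-low replicate 2 the list differed by -0.311 across boars. A difference in erythropoiesis that goes with SINS stays open and was not tested.

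SLA class II transcripts were higher in PI+ SINS-high livers. The 3 PI+ SINS-low piglets share a label number, so that, if the number stands for a litter, a haplotype of it may account for the difference. The PI- SINS-low piglet with this number differed by -0.041 from the mean of the other PI- SINS-low piglets, which lay at 6.52 and 6.80, and 1 array decides nothing. More macrophages are open as well: their list mean differed by 0.339 in PI+, with SINS-low piglets between 7.29 and 7.82 and SINS-high piglets between 7.78 and 8.00. These explanations cannot be told apart from SINS with 3 piglets against 3.

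Of the 63 clusters past the threshold of the methods in DU, 35 (55.56%) had as the SINS-low array closest to the SINS-high mean the 1 array with the other label number, DU SINS-low replicate 1. Each of the 4 arrays that share a number was closest for 4 to 11 clusters. A difference between label numbers, which may stand for litters, may therefore contribute to the DU list, and SINS itself stays open.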

How the results depend on the processing

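Chosen after the result was seen were the fit over the 18 arrays, the GO terms as lists, camera over the 18 arrays and the exact permutation of a list mean; the other alternatives and the regroupings were planned. Over all alternatives, 637 values of the comparisons stayed on the same side or within 1.5 times of the reported value, 187 moved and 1 reversed; of the list values 115 stayed and 4 lost their call. Where fewer clusters or arrays were tested, as with 1 cluster per gene symbol or the compared groups only, the alternative itself changes the count; for the others the cause was not tested. Array weights were estimated gene by gene, since the REML estimate did not converge. A sex covariate could not be fitted and the one-sided test was not run for the joint test. Arrays give no counts, so depth sets no limit here.

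The numbers of clusters at an adjusted p under 0.05 were 0 for SINS in DU, 0 for SINS in PI+, 0 for SINS in PI-, 0 for SINS in Pietrain, 0 for SINS across boars, 33 for DU versus Pietrain, 47 for DU versus Pietrain among SINS-low, 0 for DU versus Pietrain among SINS-high, 0 for PI+ versus PI-, 0 for PI+ versus DU, 19 for PI- versus DU and 1 for the joint test of the boars. With the compared groups only: 2 for SINS in DU, 2 for SINS in PI+, 23 for DU versus Pietrain among SINS-low, 1 for PI+ versus PI-, 1 for PI+ versus DU and 11 for PI- versus DU. With the label's number as a block: 5 for SINS in DU, 2 for SINS in Pietrain, 80 for DU versus Pietrain, 694 for DU versus Pietrain among SINS-low, 6 for PI+ versus DU, 53 for PI- versus DU and 3 for the joint test of the boars. With quantile normalization: 2 for SINS in DU, 2 for PI+ versus DU, 12 for PI- versus DU and 2 for the joint test of the boars. With a filter on dim clusters: 3 for SINS in DU, 2 for PI+ versus DU and 2 for the joint test of the boars. With array weights: 4 for SINS in DU, 67 for SINS in PI+, 64 for SINS in Pietrain, 10 for SINS across boars, 169 for DU versus Pietrain, 267 for DU versus Pietrain among SINS-low, 35 for DU versus Pietrain among SINS-high, 2 for PI+ versus PI-, 66 for PI+ versus DU, 87 for PI- versus DU and 7 for the joint test of the boars. With 1 cluster per gene symbol: 3 for SINS in DU, 2 for PI+ versus DU and 3 for the joint test of the boars. With the 18 arrays: 38 for SINS in DU, 1 for SINS across boars, 64 for DU versus Pietrain, 881 for DU versus Pietrain among SINS-low, 1 for PI+ versus DU and 3 for the joint test of the boars. With methods' t-test on log2 values: 8 for DU versus Pietrain, 1 for DU versus Pietrain among SINS-low, 9 for PI- versus DU and 0 for the joint test of the boars. With methods' t-test on delogarithmised values: 7 for DU versus Pietrain, 1 for DU versus Pietrain among SINS-low, 12 for PI- versus DU and 0 for the joint test of the boars. With the erythroid mean as a covariate: 4 for the joint test of the boars. With methods' t-test on delogarithmised values, one-sided: 11 for DU versus Pietrain and 3 for DU versus Pietrain among SINS-low. With the replicate number as a block: 1 for SINS across boars, 13 for DU versus Pietrain, 3 for DU versus Pietrain among SINS-low, 12 for PI- versus DU and 0 for the joint test of the boars. With median centring: 21 for DU versus Pietrain and 11 for PI- versus DU. With equal weights for the Pietrain arrays: 57 for DU versus Pietrain. With trend and robust moderation: 2 for the joint test of the boars. Leaving out 1 piglet gave 0 to 13 for SINS in DU (highest without DU SINS-low replicate 1), 0 to 0 for SINS in PI+, 0 to 0 for SINS in PI-, 0 to 0 for SINS in Pietrain, 0 to 1 for SINS across boars (highest without DU SINS-low replicate 5), 9 to 61 for DU versus Pietrain (highest without DU SINS-high replicate 2), 12 to 310 for DU versus Pietrain among SINS-low (highest without DU SINS-low replicate 2), 0 to 9 for DU versus Pietrain among SINS-high (highest without DU SINS-high replicate 2), 0 to 0 for PI+ versus PI-, 0 to 14 for PI+ versus DU (highest without DU SINS-high replicate 2), 5 to 44 for PI- versus DU (highest without DU SINS-high replicate 2) and 0 to 3 for the joint test of the boars (highest without DU SINS-low replicate 1). The replicate numbers are shared across groups only as numbers: 46 pairs of the same number had a mean correlation of -0.005 after removing group means, and other pairs 0.0019. The consensus correlation within label numbers was -0.098. A negative value narrows the standard error of groups whose piglets share a number. The larger counts with the label's number as a block are therefore no correction for a likeness of such piglets.

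At the threshold of the methods, the numbers were 63 for SINS in DU, 186 for SINS in PI+, 21 for SINS in PI-, 37 for SINS in Pietrain, 13 for SINS across boars, 34 for DU versus Pietrain, 133 for DU versus Pietrain among SINS-low, 50 for DU versus Pietrain among SINS-high, 9 for PI+ versus PI-, 35 for PI+ versus DU, 50 for PI- versus DU and 324 for the joint test of the boars. With array weights: 41 for SINS in PI-, 58 for SINS in Pietrain, 85 for DU versus Pietrain among SINS-high, 16 for PI+ versus PI-, 56 for PI+ versus DU and 518 for the joint test of the boars. With 1 cluster per gene symbol: 34 for SINS in DU, 63 for SINS in PI+, 10 for SINS in PI-, 14 for SINS in Pietrain, 4 for SINS across boars, 18 for DU versus Pietrain, 55 for DU versus Pietrain among SINS-low, 24 for DU versus Pietrain among SINS-high, 4 for PI+ versus PI-, 20 for PI+ versus DU, 21 for PI- versus DU and 185 for the joint test of the boars. With the 18 arrays: 228 for SINS in DU, 94 for SINS in PI-, 26 for SINS across boars, 71 for DU versus Pietrain, 406 for DU versus Pietrain among SINS-low, 16 for PI+ versus PI-, 82 for PI+ versus DU, 86 for PI- versus DU and 936 for the joint test of the boars. With methods' t-test on log2 values: 30 for SINS in DU, 111 for SINS in PI+, 9 for SINS in PI-, 7 for SINS across boars and 187 for the joint test of the boars. With methods' t-test on delogarithmised values: 29 for SINS in DU, 88 for SINS in PI+, 7 for SINS in PI- and 166 for the joint test of the boars. With the erythroid mean as a covariate: 351 for SINS in PI+, 95 for SINS in Pietrain and 31 for SINS across boars. With methods' t-test on delogarithmised values, one-sided: 12 for SINS in PI- and 57 for DU versus Pietrain. With the replicate number as a block: 34 for SINS in PI-. Leaving out 1 piglet gave 47 to 150 for SINS in DU (highest without DU SINS-high replicate 2), 163 to 247 for SINS in PI+, 34 to 94 for SINS in PI- (highest without PI- SINS-low replicate 1), 28 to 50 for SINS in Pietrain, 9 to 23 for SINS across boars (highest without PI- SINS-low replicate 1), 27 to 65 for DU versus Pietrain (highest without DU SINS-high replicate 2), 82 to 216 for DU versus Pietrain among SINS-low (highest without DU SINS-low replicate 2), 50 to 127 for DU versus Pietrain among SINS-high (highest without DU SINS-high replicate 2), 7 to 22 for PI+ versus PI- (highest without PI+ SINS-low replicate 1), 29 to 79 for PI+ versus DU (highest without DU SINS-high replicate 2), 40 to 85 for PI- versus DU (highest without DU SINS-high replicate 2) and 243 to 532 for the joint test of the boars (highest without DU SINS-low replicate 2).

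Of the 27 lists, 9 were called by camera across boars, 0 with an estimated correlation and 1 with fry; leaving out 1 piglet gave 5 (without PI+ SINS-high replicate 1) to 10. The erythroid mean across boars ranged from -0.472 to -0.311, the MHC mean in PI+ from 0.429 to 0.618, the mean of fatty acid oxidation in Pietrain from -0.566 to -0.322 and the interferon mean between DU and Pietrain from 0.374 to 0.569. With an estimated correlation the erythroid (adjusted p = 0.0563), fatty acid oxidation (0.217) and interferon (0.115) calls were lost, and fry lost that of fatty acid oxidation (0.175). Of the 13 single genes 8 had an exact permutation p under 0.05 across boars, 7 to 9 without 1 piglet, and 14 genes of Table 4 had the earlier direction with its folds read as SINS-low over SINS-high, 12 to 16 without 1 piglet, and 12 with them read the other way round. The correlation of DU and PI+ differences ranged from -0.258 to 0.137 and reversed without DU SINS-high replicate 2; it ranged from -0.032 to 0.074 for DU and PI- and from 0.123 to 0.338 for PI+ and PI-.

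Regrouping the piglets, few groupings gave a count at the threshold of the methods as large as the real one (real count against the highest other) for SINS in Pietrain (37 against 45), DU versus Pietrain (34 against 39), DU versus Pietrain among SINS-low (133 against 162) and PI- versus DU (50 against 52). These were 4 of 100, 2 of 100, 4 of 100 and 2 of 100, the real one included. Another grouping gave a larger count in each of these comparisons. The shares were not adjusted for the number of comparisons, and piglets of the same label number were regrouped freely, so chance is not excluded. Counts as large were more frequent for SINS in DU (63 against 323), SINS in PI- (21 against 102), SINS across boars (13 against 28), DU versus Pietrain among SINS-high (50 against 115), PI+ versus PI- (9 against 35), PI+ versus DU (35 against 134) and the joint test of the boars (324 against 956), with 20 of 56, 32 of 35, 11 of 100, 18 of 100, 44 of 100, 11 of 100 and 36 of 100. For SINS in PI+ (186 against 135, 1 as large) 10 splits are too few. At an adjusted p under 0.05, 2 of 100 groupings were as large for DU versus Pietrain (33 against 156). Among SINS-low (47 against 21) only the real one was.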

Differences from the paper's values

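Chosen only after the values were seen was the fit over the 18 arrays. Of 43 folds of Table 2 compared, 5 differed over all 21 arrays and 6 over the 18 arrays. A fold counts as different where its direction is the opposite or where its log2 lies further from the paper's than the SD within groups. Folds are ratios of delogarithmised means, SINS-high over SINS-low, negative where SINS-low is higher. For LIF in DU, the paper's fold is 2.5 and that of the files -1.02; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays -1.12). For LOC100737436 in DU, the paper's fold is 2.5 and that of the files 1.04; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays 1.05). For RDH16 in Pietrain, the paper's fold is -2.6 and that of the files 2.08; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays 2.56). For LIPI in DU, the paper's fold is -3.4 and that of the files 1.12; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays 1.1). For LOC100525856 in DU, the paper's fold is 2.6 and that of the files -2.57; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays -2.61).

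Of 168 folds of Table 4 compared, 11 differed over all 21 arrays and 4 over the 18 arrays. They are positive where the first-named or SINS-low group is higher. For ADGRG6 between DU and Pietrain SINS-low piglets, the paper's fold is 1.16 and that of the files -1.01; it fell within the paper's with quantile normalization and when leaving out, 1 at a time, DU SINS-low replicate 2, DU SINS-low replicate 4, DU SINS-low replicate 5, PI- SINS-low replicate 1 and PI- SINS-low replicate 3, and under no other alternative set before the data were examined (over the 18 arrays 1.07). For AKR1C4 in PI-, the paper's fold is -1.16 and that of the files 1.03; it fell within the paper's with quantile normalization and when leaving out, 1 at a time, PI- SINS-low replicate 1 and PI- SINS-high replicate 2, and under no other alternative set before the data were examined (over the 18 arrays -1.16). For CDO1 in PI-, the paper's fold is -2.57 and that of the files -1.21; it fell within the paper's when leaving out, 1 at a time, PI- SINS-low replicate 1 and PI- SINS-high replicate 3, and under no other alternative set before the data were examined (over the 18 arrays -2.57). For JUN in PI-, the paper's fold is 1.12 and that of the files -1.08; it fell within the paper's when leaving out, 1 at a time, PI- SINS-low replicate 1, PI- SINS-low replicate 3 and PI- SINS-high replicate 1, and under no other alternative set before the data were examined (over the 18 arrays 1.12). For LOC733635 between DU and Pietrain SINS-low piglets, the paper's fold is -1.43 and that of the files 1.14; it fell within the paper's without DU SINS-low replicate 2, and under no other alternative set before the data were examined (over the 18 arrays -1.01). For LOC733635 in PI-, the paper's fold is 2.07 and that of the files 1.03; under none of the alternatives set before the data were examined did it fall within the paper's (over the 18 arrays 1.24). For PLN in PI-, the paper's fold is -2.40 and that of the files -1.7; it fell within the paper's when leaving out, 1 at a time, PI- SINS-low replicate 1, PI- SINS-high replicate 2 and PI- SINS-high replicate 4, and under no other alternative set before the data were examined (over the 18 arrays -2.4). For SLC16A6 in PI-, the paper's fold is -1.22 and that of the files 1.39; it fell within the paper's without PI- SINS-low replicate 1, and under no other alternative set before the data were examined (over the 18 arrays -1.22). For SLC51B between DU and Pietrain SINS-low piglets, the paper's fold is 1.03 and that of the files -1.24; it fell within the paper's without PI- SINS-low replicate 1, and under no other alternative set before the data were examined (over the 18 arrays 1.15). For SLC51B in PI-, the paper's fold is -2.00 and that of the files 1.04; it fell within the paper's when leaving out, 1 at a time, PI- SINS-low replicate 1, PI- SINS-high replicate 2 and PI- SINS-high replicate 3, and under no other alternative set before the data were examined (over the 18 arrays -2.0). For UQCR10 in PI-, the paper's fold is -1.08 and that of the files 1.09; it fell within the paper's when leaving out, 1 at a time, PI- SINS-low replicate 1, PI- SINS-high replicate 1 and PI- SINS-high replicate 3, and under no other alternative set before the data were examined (over the 18 arrays -1.08).

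The paper counts 19 down-regulated genes, where 56 distinct named genes were lower at its threshold with limma p-values. A count is taken as different where the larger is more than 1.5 times the smaller; by this rule only the methods' t-test on delogarithmised values, with 24, did not differ, of the alternatives set before the data were examined. With the 18 arrays, chosen after the values were seen, it was 119. The paper counts 3 genes in both breeds, where 6 were found. By the same rule 10 of these alternatives did not differ: 2 genes were found with each of the 3 t-tests, 4 with median centring, 3 with trend and robust moderation, 3, 4 and 3 without PI+ SINS-low replicates 1, 2 and 3, and 3 and 2 without PI+ SINS-high replicates 1 and 2. The 18 arrays gave 13.

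The levels of 36 of the 50 entries of Table 2 equal those of the named gene and boar over 18 or 20 arrays, at a tolerance of 0.003. The levels of 10 entries are found at another gene or boar, among them those of LIF at LIFR, LIPI at LIPK, SERPINA11 at SERPINA3-2, LOC100156618 at LOC100156637, LOC100517800 at LOC100517803 and LOC100737436 at LOC100737210, those of RDH16 in Pietrain at RDH16 in DU, those of LOC100525856 in DU at the same gene in Pietrain, and those of LOC100516628 in all boars at the same gene in DU. For 4 entries no match was found, among them IGSF5, LOC100623111 and TMEM52B in all boars. In the supplementary table the highest p is 0.998 in the DU sheet and at most 0.499 in the others, as from one-sided tests. The levels of 193 of 200 loci in each sheet equal 20 arrays, but the p-values of the DU sheet equal those of a test over the 18 arrays for 192 loci and over the 20 arrays for 1. In the deposited table the p-values of PI+ equal those of the labelled arrays in 0.193% of clusters and those of a test with 2 arrays of the neighbouring group in 100%, and those of PI- do so in 0.165% and 100%.

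The paper states that ALAS1 is up-regulated in PI- and DU but not in PI+; its log2 difference was 1.32 in PI+ and 0.11 in PI-, and 1.13 in DU, in the stated direction. SLC38A1, named with it, differed in the stated direction in DU and PI-. The paper takes its pathways from terms enriched among its differentially expressed genes, separately for higher and lower ones. A count over all measured members of a term is an unlike measure. The paper describes a pathway of innate immune response as up-regulated under SINS. Across boars 25 of the 51 measured genes of this term were higher, with 30 in PI+ and 18 in DU. The paper describes pathways of ankyrin binding and the cortical cytoskeleton as down-regulated. By the same count over all members, 4 of 5 genes of the first were lower across boars, and 5 of 6 of the other were higher. Its qPCR gives TMEM52B as up-regulated under SINS (5.04 in SINS-high and 1.79 in SINS-low), whereas on the arrays TMEM52B differed by -1.31 across boars (limma adjusted p = 0.539), lower in SINS-high. The paper reports CCL2 as down-regulated with SINS, and its qPCR gives CCL2 as significantly lower under SINS. On the arrays CCL2 differed by -1.18 in DU, and by 0.24 in PI+ and 0.28 in PI-. The paper counts more up-regulated than down-regulated genes. With limma p-values, 46 named genes were higher and 56 lower at its threshold, and with the methods' t-test on delogarithmised values 19 and 24. At this threshold the paper's own supplementary table holds more loci lower than higher in SINS-high. These were 17 and 9 in DU, 24 and 13 in PI+ and 20 and 9 in PI-. Elsewhere the paper states that more genes are down-regulated. Without PI+ SINS-low replicate 1 the order with limma p-values turned, with 71 higher and 42 lower. It describes 26 genes as concordant with an earlier study; 14 had the earlier direction across boars with the printed folds read as SINS-low over SINS-high, as the note of the table has it, and 12 with them read the other way round.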

Other observations

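Chosen only after the values were seen was the fit over the 18 arrays.

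Of 17 measured genes of a list of RNA-binding proteins that cold induces and splicing factors, 14 had a positive SINS difference in DU, with a median of 0.39, and 5 passed when adjusted over the list alone (camera adjusted p = 8.55e-06; adjusted p = 0.389 with an estimated correlation). DU SINS-low replicate 1, the only one of its group with another label number, had a list mean of 9.20, above all 3 DU SINS-high piglets (8.93 to 9.14); the other 4 SINS-low piglets lay between 8.39 and 8.69. The list mean differed by 0.36 over all arrays and by 0.54 over the 18 arrays, which leave out replicates 1 and 2. All 17 genes were lower in DU than in Pietrain offspring (camera adjusted p = 4.5e-05; adjusted p = 0.457 with an estimated correlation). Genes of fatty acid and triglyceride synthesis had positive differences in 12 of 14 in DU (camera adjusted p = 0.00063; adjusted p = 0.366 with an estimated correlation).

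In the Pietrain mean, all 14 measured genes of cholesterol synthesis were lower in SINS-high, with a median of -0.28 (camera adjusted p = 0.000207; adjusted p = 0.431 with an estimated correlation), and all 14 markers of stellate cells and fibroblasts were higher, with a median of 0.25 (camera adjusted p = 0.00053; adjusted p = 0.429 with an estimated correlation). In DU, 13 of these 14 markers were lower, with a median of -0.20 (camera adjusted p = 0.00117; adjusted p = 0.458 with an estimated correlation), and in PI- SINS-high replicate 1 their mean was 8.44, against 7.36 to 7.76 in the other PI- SINS-high piglets. In PI+, 17 of 18 immediate early and stress genes were higher (camera adjusted p = 6.39e-06; adjusted p = 0.316 with an estimated correlation), with RGS2 at 1.25 and ATF3 at 0.92. None of the genes of these lists passed over all clusters in these comparisons. Markers of cholangiocytes were lower in DU than in Pietrain offspring in 5 of 7 (camera adjusted p = 0.0275; adjusted p = 0.215 with an estimated correlation; fry 0.0112).

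SERPINA3-2, on chromosome 7 of Sscrofa10.2 from 124550458 to 124559550, had signals of 6.46 in DU SINS-low replicate 3, 6.10 in DU SINS-low replicate 4 and 5.99 in PI- SINS-high replicate 4, and between 11.19 and 12.28 in the other 18 piglets.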
